# Spatiotemporal dynamics of self-organized branching in pancreas-derived organoids

**DOI:** 10.1038/s41467-022-32806-y

**Published:** 2022-09-05

**Authors:** S. Randriamanantsoa, A. Papargyriou, H. C. Maurer, K. Peschke, M. Schuster, G. Zecchin, K. Steiger, R. Öllinger, D. Saur, C. Scheel, R. Rad, E. Hannezo, M. Reichert, A. R. Bausch

**Keywords:** Biophysics, Biological physics, Pancreatic cancer, Cancer models, Morphogenesis

## Abstract

The development dynamics and self-organization of glandular branched epithelia is of utmost importance for our understanding of diverse processes ranging from normal tissue growth to the growth of cancerous tissues. Using single primary murine pancreatic ductal adenocarcinoma (PDAC) cells embedded in a collagen matrix and adapted media supplementation, we generate organoids that self-organize into highly branched structures displaying a seamless lumen connecting terminal end buds, replicating in vivo PDAC architecture. We identify distinct morphogenesis phases, each characterized by a unique pattern of cell invasion, matrix deformation, protein expression, and respective molecular dependencies. We propose a minimal theoretical model of a branching and proliferating tissue, capturing the dynamics of the first phases. Observing the interaction of morphogenesis, mechanical environment and gene expression in vitro sets a benchmark for the understanding of self-organization processes governing complex organoid structure formation processes and branching morphogenesis.

## Abstract (web summary)

Pancreatic ductal adenocarcinomas (PDAC) exhibit complex morphologies challenging to capture in organoid models. Here, the authors develop PDAC organoids that can recreate branched structures and, with the use of a minimal mathematical model, shed light to pathways and processes directing the dynamics of self-organization and branching morphogenesis.

## Introduction

The morphogenesis of glandular branched tissues and cancer types derived thereof results in highly branched tubular structures. Despite their prominent complex architecture, little is known of the underlying self-organization processes. A prominent example of such complex tubular structure formation is the pancreas and pancreatic ductal adenocarcinoma (PDAC).

While classical PDAC organoid cultures display varying degrees of differentiation, recapitulate parental tumor subtypes, or display tumor cell plasticity^1^ and heterogeneity^2^ to a certain degree, they produce mostly spheroids^3^, lacking, to date, any degree of organotypic architecture. However, the tubular structure is one of the key features of PDAC^4^ and the morphogenetic program that characterizes tumor growth and formation of a hierarchy of branches lined by a continuous lumen, as well as the heterogeneous differentiation related to it, remains elusive. Importantly, it is the structure of the PDAC defining tumor differentiation which characterizes its aggressiveness and, in turn, patient survival^5^, that has yet to be recaptured in a model system accessible for ex vivo experiments.

Here, we embed single murine PDAC cells into a collagen matrix, leading to a morphogenic growth process ultimately establishing complex 3D branched structures resembling organotypic architectures. Branched organoid morphogenesis starts with the formation of elongated structures by proliferating cells, followed by a second phase where cells migrate, continuously invade the matrix, and build a tree-like architecture through branching events. In a third phase, branches thicken before entering a fourth phase where micro-lumens nucleate along the structure, eventually coalescing into one single continuous duct. During morphogenesis, organoids undergo epithelial-to-mesenchymal transition (EMT) during branch elongation, and activate an epithelial gene expression program upon maturation. We evidence the critical role of cell proliferation, matrix remodeling, contraction and ion channel flux in the different morphogenic phases. A minimal theoretical model based on the balance between cell invasion, proliferation and branching events, captures the major hallmarks of the developmental branching dynamics. Together, these results highlight the capacity of tumor cells to self-organize in complex structures, and provide an experimental system to study the dynamics of branching morphogenesis and lumen formation in vitro. Our model system paves the way for the investigation of fundamental mechanisms of tumor initiation and invasion, as well as of inherent programs responsible for branching and intra-tumor heterogeneity in pancreatic carcinogenesis at the single-cell level.

## Results

### Extracellular matrix properties drive complex branched phenotypes

Most frequently organoids are cultured inside a protein mixture such as Matrigel^6^. In Matrigel, normal or transformed epithelial cell types, including pancreatic cancer epithelial cells, self-organize into spherical structures with hollow lumen and polarized epithelial lining (Fig. 1a). While distinct epithelial cell types from different organs display minute morphologic differences, organoids derived from the same class of epithelial cell are phenotypically very similar under established culture conditions. Yet, as the tumor microenvironment and physical properties of the ECM are known to be pivotal mediators of tumor progression^7^, we investigated here the difference between Matrigel and floating collagen gels (rat tail collagen type I). We used primary tumor cells collected from a genetically engineered mouse model of pancreatic cancer Ptf1a^*Cre/+*^; Kras^*G12D/+*^ (KC mouse)^8^. Polymerized collagen gels were detached from the bottom of the culture dish to generate floating gels, adapting a previously described organoid regeneration assay protocol^9^. Indeed, cells cultured using identical media conditions gave rise to noticeably different structures depending on whether they were cultured in a floating collagen matrix or in Matrigel (Fig. 1a–c). Matrigel-grown cells only produced spheroids or cysts with diameters of about 80 µm, as observed with bright field microscopy after 13 days of growth. In stark contrast, we were able to observe branched tubulogenesis, and the formation of both lumen and terminal buds for organoids growing in a collagen I matrix. The extent in length of these complex structures reached up to around 2000 µm within 13 days of growth. Floating collagen organoids also displayed ductal differentiation with cytokeratin-7 (K7) and E-cadherin expression (Fig. 1a). When cells were cultured in a mixture of Matrigel and collagen matrix, organoids were unable to branch even in an equal volume ratio of these two matrix components. Only when providing cells with a matrix containing >70% of collagen, were we able to observe any spheres breaking their symmetry and producing small branching events (Fig. S1a).

**Fig. 1:**
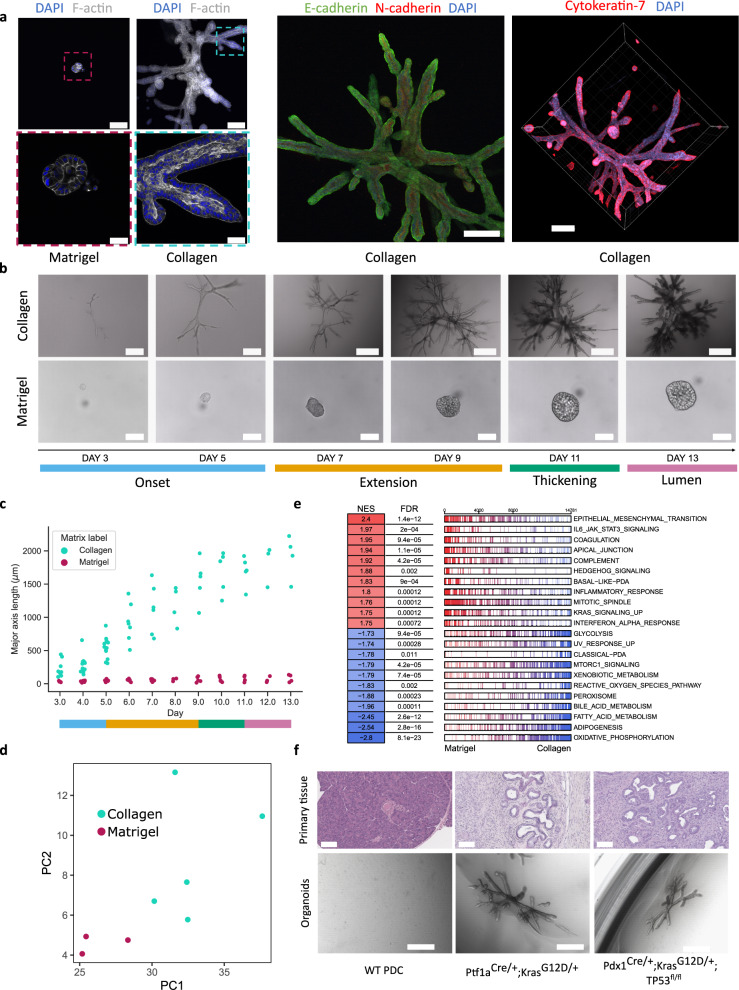
PDAC cells cultured in floating collagen gels give rise to branched organoids. **a** From left to right, dashed boxes outline inset region: Day 13 PDAC organoid in Matrigel staining (blue: DAPI, white: F-actin, *n* = 3 individual experiments), Day 13 PDAC organoid in collagen staining (blue: DAPI, white: F-actin, *n* = 3 individual experiments), E- and N- cadherin staining of a Day 13 PDAC organoid in collagen (green: E-cadherin, red: N-cadherin, blue: DAPI, *n* = 3 individual experiments), 3D reconstruction of a Day 13 PDAC organoid staining in collagen (blue: DAPI, red: Cytokeratin-7, *n* = 3 individual experiments). Scale bars from left to right: 200 µm top and 50 µm bottom, 200 µm top and 50 µm bottom, 100 µm, 200 µm. **b** Bright field snapshots of collagen- (top, *n* = 71 organoids) and Matrigel-grown organoids (bottom, *n* = 54 organoids) at various time points. Colored bars in **b** and **c** indicate the current development phase of collagen-grown organoids: Onset (blue), Extension (orange), Thickening (green), and Lumen Formation phase (pink). Scale bars, top from left to right: 200 µm for the first two pictures, 500 µm for the rest; bottom: 100 µm. **c** Major axis length evolution over time of individual collagen- (cyan, *n* = 71 organoids) and Matrigel-grown (magenta, *n* = 54) organoids. **d** Principal component analysis of bulk RNA sequencing of Day 13 Matrigel- (magenta, *n* = 3 independent experiments) and collagen-grown (cyan, *n* = 5 independent experiments) organoids. **e** Summary of gene set enrichment analysis between Matrigel- and collagen-grown organoids, showing normalized enrichment scores (NES) and false discovery rates (FDR). Bars represent individual genes for a given gene set. **f** Top, from left to right: haematoxylin and eosin staining of primary tissue sections from a healthy pancreas, a Ptf1a^Cre/+^;Kras^G12D/+^ tumor, and a Pdx1^Cre/+^;Kras^G12D/+^; TP53^fl/fl^ tumor (*n* = 3 technical replicates). Bottom from left to right: bright field images of representative organoids at day 13, grown in collagen from wild type pancreatic ductal cells (WT PDC), Ptf1a^Cre/+^;Kras^G12D/+^ cells, and Pdx1^Cre/+^;Kras^G12D/+^; TP53^fl/fl^ cells, all cultured in PDAC medium (see Methods) (*n* = 3 individual experiments). Scale bars: top, 100 µm; bottom, 500 µm. Fluorescence images shown are confocal slices, except for the 3D reconstruction of the Cytokeratin-7/DAPI staining in **a**.

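Bulk RNA sequencing covered day 13 organoids grown from tumor cells of the KC mouse (KC cells). The organoids were grown in Matrigel, a matrix prepared from a mouse tumor, or in floating collagen, and were freed from the matrix with collagenase before lysis. The libraries cover the 3' ends of polyadenylated RNA and carry unique molecular identifiers (UMIs), so that each count stands for one captured RNA molecule. The authors aligned the reads to GRCm38 with the GENCODE M25 gene definitions and counted UMIs per gene, and the deposited counts are not normalized. A first batch, named in the sample labels, held 3 Matrigel libraries and 5 collagen libraries, and these were compared. A second batch held 3 further collagen libraries of the same cells and day. The paper gives n = 5 for collagen without naming a batch, so that the 5 libraries of the first batch were used and all 8 were an alternative. Total counts per library ran from 1612870 to 2265047 in Matrigel (median 2080004), from 1844157 to 2097989 in collagen (median 1970415) and from 1526771 to 1573866 in the collagen libraries of the second batch (median 1535256). A count of 0 allows up to 3 counts, which correspond to between 1.18 and 1.75 CPM (counts scaled to library size with edgeR's TMM factors) in Matrigel and between 1.34 and 1.58 in collagen. The counts of all 23 libraries in the 6 conditions of the study were fitted together with edgeR, using TMM normalization and the quasi-likelihood F-test. Genes with a Benjamini-Hochberg adjusted p-value under 0.1, the paper's false discovery rate, were called differentially expressed. The test covered the 11144 genes that passed edgeR's filter on low counts. Lists of genes were tested with camera of the limma package, with a preset correlation of 0.01 between genes and adjustment over 36 lists. These lists were compiled by hand or taken from Reactome, and they are not the MSigDB sets of the paper. Between Matrigel and collagen camera called 21 lists, of which fry, a rotation test of the same package, called 17 in the same direction and camera with the correlation estimated from the data called 7. Gene positions are those of GENCODE M21 on GRCm38.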

Considering the dramatic phenotypic differences of tumor organoids embedded into either Matrigel or floating collagen, we next performed transcriptional profiling of both conditions. 

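A principal component analysis of the 500 most variable genes over the 17 libraries of the first batch, which include 2D cells and day 7 organoids, placed 47.5% of the variance on the first component and 8.83% on the third. On the first component, Matrigel organoids (18.3 ± 1.67, SD, n = 3) and collagen organoids (18.8 ± 2.87, SD, n = 5) overlapped. They lay apart without overlap on the second component, which held 27.9%, at 2.38 ± 2.14 and −6.04 ± 1.69 (SD), and on the third, at 14.6 ± 0.29 and −8.53 ± 1.26 (SD). The mean Euclidean distance between a Matrigel and a collagen library was 27.3, against 11.2 within Matrigel and 14.6 within collagen. The pseudo-F of these distances was 12.4 (exact permutation test over 56 splits, p = 0.0179, the smallest p that 3 libraries against 5 allow), and over all tested genes it fell to 3.92. In total, 1439 genes were differentially expressed, 738 of them higher in Matrigel and 701 higher in collagen. Every Matrigel library lay above or below every collagen library in 19.5% of the tested genes, where chance gives 3.57%. Among the alternatives that kept every library, the one that moved the number of differentially expressed genes most, a test of only the genes with at least 10 counts in every library, gave 952. With scaling by library size alone the number was 954, of which 654 were higher in Matrigel, so that the balance between the directions depended on the scaling. Without Matrigel replicate 1 the number was 901. The genes that rose and fell most were taken among those with no overlap between the groups and at least 20 CPM in the higher group. Ltf, which encodes lactotransferrin and lies on chromosome 9 from 111019271 to 111042767, rose most in Matrigel. Its level was 110.5 ± 12.7 CPM (SD, n = 3) in Matrigel and 1.68 ± 1.10 (SD, n = 5) in collagen, a log2 fold change of 5.96 (standard error 0.273, adjusted p = 6.05e-13 from edgeR). Lcn2 and C3 followed with log2 fold changes of 5.05 and 4.60. C3 had at most 5 counts in each collagen library, and its log2 fold change ran from 4.31 to 5.55 with each library left out. Cyp2c55, on chromosome 19 from 39007019 to 39042693, fell most, from 106 ± 104 CPM in collagen to 7.49 ± 2.53 in Matrigel (log2 fold change −3.80, standard error 0.676, adjusted p = 4.17e-04 from edgeR), and its counts in the collagen libraries ran from 53 to 552. Fosb and Egr1 had log2 fold changes of −2.86 and −2.77, and both are immediate early genes.

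**Figure D1:**
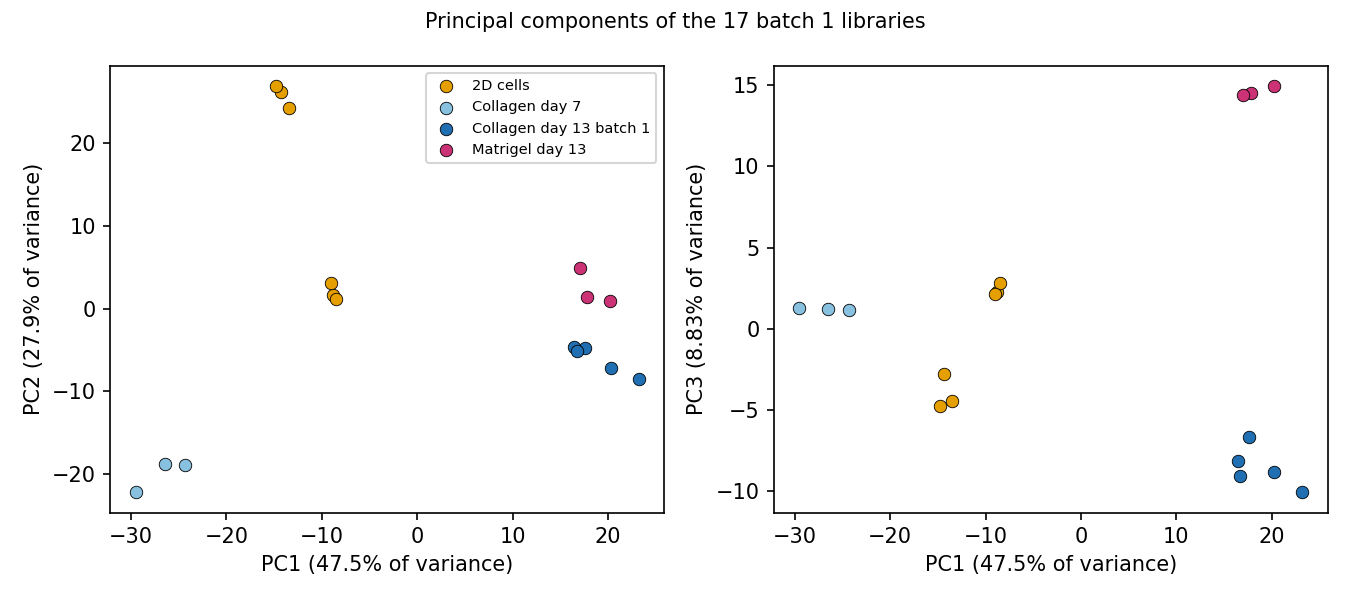
Principal components of the 17 libraries of the first batch, one point per library, with the first component against the second (left) and against the third (right), each axis with its percent of the variance. Matrigel libraries and collagen libraries of day 13 overlap on the first component and lie apart on the second and the third.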

Principal component analyses revealed a significant difference in global gene expression (Fig. 1d, e). Surprisingly, we found that tumor organoids cultured within Matrigel are enriched for gene signatures associated with EMT as well as basal-like pancreatic cancer (NES of 1.83, Fig. 1e, Fig. S2a, b). In contrast, the genetic profiles of the branched organoids in collagen are associated with the classical subtype of PDAC (NES of –1.78) suggesting epithelial differentiation (Fig. 1e, Fig. S2a, b).

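Of the 65 genes of the EMT list, 56 were tested, and their median log2 fold change between Matrigel and collagen was 0.19. Higher values in Matrigel were found for 44 of the 56 genes, and 11 genes were called higher and 1 lower. The list was enriched in Matrigel (adjusted p = 2.15e-05 from limma's camera), with adjusted p-values from 3.43e-06 to 0.166 over 11 alternatives, the highest with the correlation between genes estimated from the data. Its normalized enrichment score (NES), computed like the paper's with fgsea on DESeq2's Wald statistics, was 2.17 (adjusted p = 7.35e-06). The mean z score of the list's tested genes in a library was 0.0778 ± 0.0786 (SD, n = 3) in Matrigel and −0.464 ± 0.270 (SD, n = 5) in collagen. The difference of 0.542 had an exact permutation p of 0.0357 (2-sided) and an adjusted p of 0.0535 over 16 score comparisons. The basal-like list had 32 genes, of which 16 were tested, and 8 of these were higher in Matrigel, with a median log2 fold change of 0.03. Among them, 6 genes were called higher in Matrigel and 1 lower, and the list as a whole did not pass the threshold with camera (adjusted p = 0.196). Its adjusted p-values ran from 0.00773 to 0.555 over the 11 alternatives, and 4 of them called it, fry with 0.0176, fgsea with 0.0465, the test without a filter on low counts with 0.0976, and the test of genes with at least 10 counts in every library with the lowest value. The NES of the basal-like list was 1.62, and with all 8 collagen libraries it was 1.39 (adjusted p = 0.159), with a median log2 fold change of −0.22. Vim, which encodes vimentin and lies on chromosome 2 from 13573927 to 13582826, had 992 ± 54.8 CPM (SD, n = 3) in Matrigel and 832 ± 103 (SD, n = 5) in collagen (log2 fold change 0.25, standard error 0.118, adjusted p = 0.206 from edgeR). In a fit of these 2 groups alone the adjusted p of Vim was 0.0965, and the other alternatives left it above the threshold. Cdh2, the gene of N-cadherin, on chromosome 18 from 16588877 to 16809246, had 8.72 ± 2.30 and 5.71 ± 1.24 CPM (log2 fold change 0.63, standard error 0.283, adjusted p = 0.186 from edgeR).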

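The classical list had 37 genes, of which 29 were tested, and their median log2 fold change between Matrigel and collagen was −0.40. Only 5 of the 29 genes were higher in Matrigel, and 9 genes were called higher in collagen against 2 in Matrigel. The list was enriched in collagen (adjusted p = 0.00137 from limma's camera), with values from 4.66e-05 to 0.157 over the 11 alternatives, of which the estimated correlation alone gave no call. Its NES was −1.88 (adjusted p = 0.00356). The mean z score of the classical list was 0.411 ± 0.0295 (SD, n = 3) in Matrigel and 0.817 ± 0.158 (SD, n = 5) in collagen. The difference of −0.406 had an exact permutation p of 0.0179 (2-sided) and an adjusted p of 0.0318 over the 16 score comparisons. Lists of metabolic genes were also higher in collagen. For fatty acid metabolism, the 34 tested genes had a median log2 fold change of −0.37, and the 15 that were called were all higher in collagen (camera, adjusted p = 3.71e-09, and at most 0.00260 over the alternatives). For oxidative phosphorylation (OXPHOS), 4 of 75 genes were higher in Matrigel, with a median log2 fold change of −0.18 (camera, adjusted p = 4.44e-07), and the estimated correlation gave no call (adjusted p = 0.377, the highest over the alternatives, with 3.45e-12 the lowest). From the association of the collagen organoids with the classical subtype, the paper proposes that they are differentiated toward an epithelial state.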

To further probe whether the development of branched organoids was a feature of PDAC, we investigated the behavior of tumor cells from a Pdx1^*Cre/+*^; Kras^*G12D/+*^; TP53^fl/fl^ mouse (KPC mouse). We report that KPC organoids develop into structures highly similar to organoids of a KC mouse origin, with a three-dimensional thick branched architecture bearing a lumen (Fig. 1f, Fig. S2d, e). On a transcriptional level, compared to KC organoids, KPC organoids displayed enriched signatures for proliferation pathways (Myc targets, E2F targets, etc.) and EMT facilitated by TP53 loss. 

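The KPC organoids were grown from tumor cells of the KPC mouse. Their 3 libraries, from collagen at day 13, belong to the second batch and were compared with the 3 KC libraries of the same batch, matrix and day. The paper's text does not name the KC libraries of its comparison, and the 8 KC libraries of both batches were an alternative. Total counts in the KPC libraries ran from 1487295 to 1845921, with a median of 1591161. The 3 counts that a count of 0 allows correspond to between 1.58 and 1.92 CPM in KPC and between 1.99 and 2.09 in the KC libraries. The fit, the tests and the thresholds were those of the comparison of Matrigel with collagen. Each genotype was one cell line, so that a difference between the genotypes is also one between the lines. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1. Camera called 15 lists, of which fry called 15 in the same direction and camera with the estimated correlation called 4.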

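Between KPC and KC organoids 2223 genes were differentially expressed, 1068 higher and 1155 lower in KPC, or 1265 higher and 598 lower with scaling by library size alone. Every KPC library lay above or below every KC library in 37.3% of the tested genes, where chance gives 10%. A fit of these 2 groups alone moved the number of differentially expressed genes most, to 3303. The list of Myc targets had a median log2 fold change of 0.45, with 50 of its 55 tested genes higher in KPC and 19 called higher against 1 lower (adjusted p = 9.01e-08 from camera, with 1.09e-09 to 0.0701 over the 11 alternatives). The list of S phase genes, many of them E2F targets, had a median of 0.51, with 40 of 43 genes higher (adjusted p = 9.83e-07), and the list of G2M genes a median of 0.62, with 48 of 54 higher (adjusted p = 3.86e-07). With the estimated correlation the S phase and G2M lists were not called (adjusted p = 0.224 and 0.429, the highest values over their alternatives, whose lowest were 2.46e-08 and 2.89e-09). The EMT list was not enriched in either line, with 30 of 56 genes higher in KPC, a median of 0.09 and an adjusted p of 0.454, and none of the 11 alternatives called it (adjusted p from 0.250 to 0.859). The genes of the EMT heat map of Fig. 5f, which the authors chose on other libraries of this study, had a median of 0.37, with 19 of 24 tested genes higher in KPC and 8 called higher (camera, adjusted p = 2.64e-04; fry, 3.94e-04; estimated correlation, 0.162). Vim did not differ detectably (log2 fold change −0.02, standard error 0.133, adjusted p = 0.941 from edgeR). Cdh2 was higher in KPC (log2 fold change 0.95, standard error 0.301, adjusted p = 0.0321 from edgeR), but was not called without KC replicate 1 (log2 fold change 0.79, adjusted p = 0.142) or without KPC replicate 2 (0.63, adjusted p = 0.240). Among genes with no overlap between the groups, Igf2bp1, Rps4l and Cyp1b1 rose most, each from counts at or under 3 in every KC library, and were at least 21.6-fold, 13.8-fold and 11.8-fold higher in KPC. Rps4l is annotated as a transcribed processed pseudogene, whose reads could belong to its parent gene. It had 0 counts in every KC library of the batch and from 41 to 58 in the KPC libraries. Ribosomal protein genes as a class had a median log2 fold change of 0.104 in KPC against KC, and the parent gene was not examined. Pigr, Mtus2 and Fhl1 fell most, with log2 fold changes of −4.78, −4.56 and −3.82. Pigr and Mtus2 had at most 4 counts in each KPC library. With each library left out in turn, their log2 fold changes ran from −5.40 to −4.50 and from −6.12 to −4.08. Rps4l lies on chromosome 6, whose genes as a whole were higher in KPC.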

In stark contrast, we cultured healthy adult pancreatic ductal cells (PDC) in our floating collagen assay, and observed that those cells only gave rise to cyst-like structures (Fig. 1f, Fig. S2c-c').

To investigate whether our system recapitulates tumor morphogenesis in vivo, we next implanted PDAC tumor cells, harvested from a two-dimensional culture, orthotopically into mouse pancreata and allowed cells to engraft and form tumors. Pancreatic tumors were collected after 14 days and processed for histology. As indicated by cytokeratin-19 (K19) immunofluorescence and hematoxylin & eosin staining of single cell-derived branching organoids and corresponding orthotopic tumors, the system indeed displays prominent features of tumor morphogenesis in vivo, including the formation of tubular structures (Fig. 1f, Fig. S1b, c). In summary, we generated an in vitro model system using pancreatic ductal adenocarcinoma cells which recapitulates branching morphogenesis and tubulogenesis, both key features of PDAC. 

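Of the 42 genes of the epithelial list, 36 were tested, and 19 were higher in Matrigel and 17 in collagen, with a median log2 fold change between Matrigel and collagen of 0.06. The 11 genes that were called were all higher in Matrigel, and the list was enriched there (adjusted p = 0.00667 from limma's camera). Over the 11 alternatives its adjusted p ran from 2.18e-05 to 0.377, and it was not called with the estimated correlation or with all 8 collagen libraries (adjusted p = 0.177, median −0.06, with camera's direction still toward Matrigel). An expression score, the mean z score of the list's genes in a library, was 0.875 ± 0.0969 (SD, n = 3) in Matrigel and 0.544 ± 0.204 (SD, n = 5) in collagen (exact permutation test, 2-sided, p = 0.107, adjusted p = 0.143 over 16 score comparisons). The 3 collagen libraries of the second batch scored 1.08 ± 0.00815 (SD), above the Matrigel libraries. Cdh1, the gene of E-cadherin, on chromosome 8 from 106603351 to 106670246, had 294 ± 23.8 CPM in Matrigel and 223 ± 34.3 in collagen (log2 fold change 0.40, standard error 0.143, adjusted p = 0.0820 from edgeR). This call was lost in 6 of the 8 fits that each left out one library, in which the log2 fold change ran from 0.35 to 0.49, and with all 8 collagen libraries (0.31, adjusted p = 0.214), with scaling by library size alone (adjusted p = 0.191) and without a filter on low counts (adjusted p = 0.109). Krt7, on chromosome 15 from 101411043 to 101430313, encodes cytokeratin-7 and had 1779 ± 116 CPM in Matrigel and 1138 ± 123 in collagen (log2 fold change 0.64, standard error 0.155, adjusted p = 0.00748 from edgeR). Krt19, on chromosome 11 from 100140810 to 100148665, had 3490 ± 143 and 3842 ± 430 (log2 fold change −0.14, standard error 0.153, adjusted p = 0.690 from edgeR).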

Gene expression profiling of organoids shows a higher degree of epithelial differentiation in branched organoids cultured in collagen, compared to spherical organoids cultured in Matrigel. Furthermore, our results indicate that tumor cells are able to execute inherent self-organizational programs induced by specific biophysical contexts, mirroring tumor morphogenesis to a remarkable degree, both at the transcriptional (Fig. 1d, e) and at the architectural levels (Fig. 1f, Fig. S1b, c).

### Branched organoid morphogenesis displays distinct developmental phases

To shed light on the growth process of these complex architectures, we used live confocal imaging at different time points of growth, over extended time periods of up to 3 days. We observed marked differences in spatial and temporal dynamics at different time points of development, which defined four phases—the onset phase, the extension phase, the thickening phase, and the micro-lumen nucleation and coalescence phase (lumen formation phase)—each characterized by particular patterns of proliferation rate, cell migration and matrix deformation.

#### Onset phase

As the initial single cell proliferates during the establishment phase, newly formed cells arrange into an elongated structure with a main axis of elongation. During this phase, we observed a characteristic back and forth cellular motion in the forming organoid, with intermittent extension and retraction of one- to two- cell-wide branches (Fig. 2a, b and Movie S2, 8). At this stage, proliferation is exponential and homogeneously distributed spatially, as seen with a Ki67 stain, while the organoid major axis length reaches around 500 µm in 5 days (Figs. 1c, 2c–e).

**Fig. 2:**
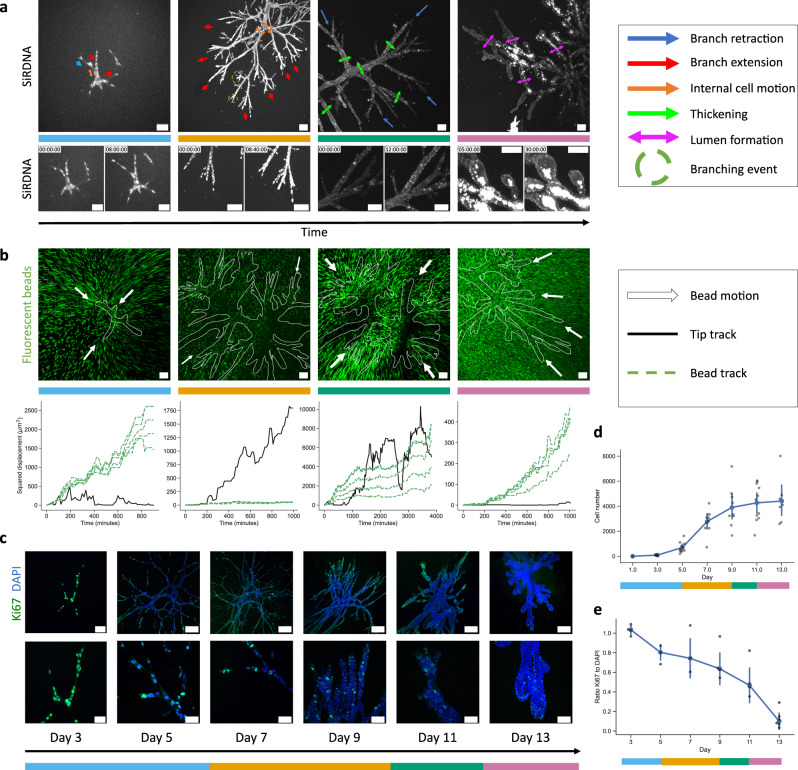
Collagen-grown organoids go through different phases of development. Development phases are denoted by color bars which follow the color code presented in Fig. 1. Blue: onset, orange: extension, green: thickening, pink: lumen formation. Organoids shown here are grown in collagen. **a** Cellular motion patterns observed with live confocal imaging for each development phase (*n* = 66 organoids). Cell nuclei are stained with SiRDNA (white). Scale bars: 100 µm. From left to right: Day 4 SUM projection, and Day 7, Day 10, Day 13 maximum projections. **b** Top, time-projections of fluorescent beads (green, maximum projections) trajectories at different time points, indicating the deformation field around the organoids. Organoids are outlined in white and white arrows denote the direction of bead motion. From left to right: Day 4–5, Day 7–8, Day 8–9, Day 13–14. Scale bars: 100 µm. Bottom, corresponding representative squared displacement of a branch tip (solid black) and the motion of beads (dashed green) in front of it, for each development phase. **c** Immunostainings of Ki67 (green) and DAPI staining (blue) in organoids at different time points. Top scale bars, from left to right: 80 µm first picture, 200 µm second picture, 200 µm for the rest. Bottom (zoom-in of the top row images) scale bars: 50 µm. Confocal slices. **d** Cell number evolution in organoids, estimated based on maximum projections of DAPI stainings (*n* = 56 organoids). Blue line indicates the mean tendency. Error bars: 95% confidence interval (CI). **e** Ratio of Ki67- over DAPI-positive cells (*n* = 24 organoids). Blue line indicates the median. Error bars: standard deviation.

#### Extension phase

A distinct switch in the matrix invasion pattern of the organoid is observable around day 7, in which organoids grow at a rate of around 195 µm/day (Fig. 2a, b, Movie S3, Fig. S5a). At this extension stage, the cellular motion is mostly directed from the core toward the tips of the branches. The cells at the tip of the branches display spiky protrusion as they lead the invasion of the matrix (Fig. 2a, Movie S3, Fig. S1g). The branches´ tips invade the surrounding matrix at similar speed across the organoid (Fig. S5b) and cells within the branches’ core do not overtake cells at the tip (Fig. S5c, where tracks do not cross over each other). Branching events occur at a rate of around 0.55 times per day at this stage and follow tip cell proliferation events in over 90% of the cases (Fig. 4f, Fig. S5d). In this phase, only a negligible deformation field within the ECM was detectable (Fig. 2b, Movie S9). By reflection microscopy we confirmed a limited formation of fiber alignment in front of the branches and an accumulation of collagen on the branches’ sides (Fig. S1f, Movie S14).

#### Thickening phase

Branching organoids reach a thickening phase after day 9, where branches stop elongating and start widening (Fig. 2a, Movie S4). Contrary to the extension phase, we observed a notable contractile motion across the entire organoid. This is evidenced by a large contractile deformation field within the ECM, which is strong enough to induce fiber alignment and bundling in the collagen in front of the branches (Figs. 2b,  3a, Fig. S1d), as well as collagen accumulation around the organoid (Fig. 3b, Fig. S1d).

**Fig. 3:**
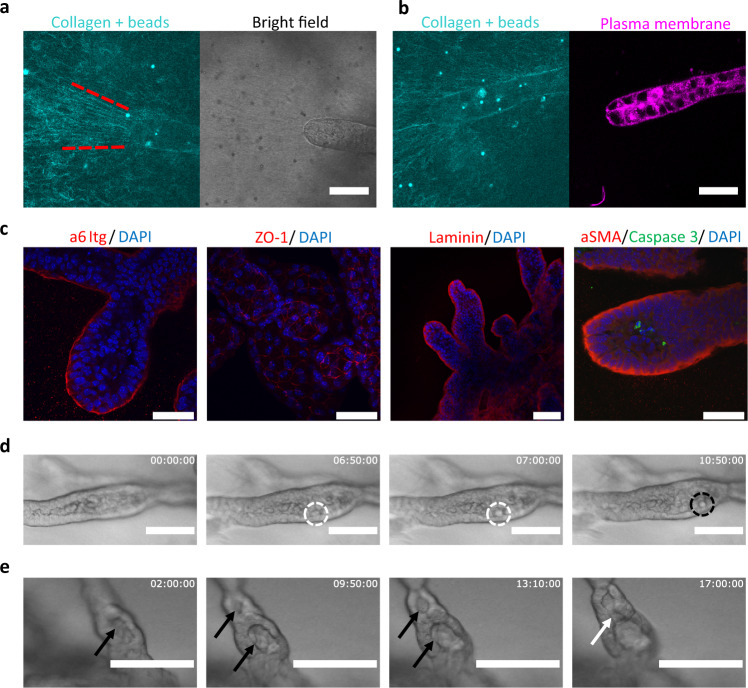
Organoids remodel their surrounding ECM, and develop lumens via different processes. All organoids shown here are grown in collagen. **a** Collagen fibers visualized with reflection microscopy (cyan), in front of a thickening branch at Day 10 (*n* = 2 replicates). The branch is pulling on the fibers in front of it, aligning them in a cone, outlined by the red-dashed lines. Scale bar: 50 µm. **b** Collagen fibers visualized with reflection microscopy (cyan) around the branch of an organoid at Day 10 (plasma membrane stained in magenta, *n* = 2 replicates). Scale bar: 50 µm. **c** From left to right: staining of DAPI (blue) and α6 integrins (red) a mediator of cell-ECM adhesion. Staining of DAPI (blue) and ZO-1 (red), a tight-junction associated protein. Staining of DAPI (blue) and Laminin (red) a major component of the basal lamina. Staining of α-smooth muscle actin (aSMA, red) a protein associated with contractility, Caspase 3 (green) denoting apoptotic cells, and DAPI (blue). Scale bars from left to right: 50 µm, 50 µm, 100 µm, 50 µm. All organoids Day 13, *n* = 3 individual experiments. **d** Time-lapse of an extrusion process at Day 11–12: dashed circles indicate cells initially in the epithelial-like layer lining the lumen, being extruded into the central cavities. White and black circles denote two different cells. Scale bars: 100 µm. **e** Time-lapse of microlumen nucleation and fusion at Day 12–13. The black arrows indicate existing microlumens undergoing swelling. The two microlumens end up resolving in a single lumen shown by the white arrow. Scale bars: 100 µm. Fluorescence images shown are all confocal slices except for the ZO1/DAPI and aSMA/Caspase 3/DAPI images in **c** which are maximum projections.

To probe whether the observed deformations and remodeling are elastic—in which case fibers would relax as soon as forces stop being exerted –, or plastic^10^– indicating a permanent deformation of the matrix –, we used Triton-X to degrade the cell membranes, effectively killing the organoids, dissociating them and abolishing the forces exerted on the matrix, leaving the collagen untouched. These cage-like structures remained stable even once organoids were killed by Triton-X treatment, indicating that plastic remodeling of the extracellular matrix occurred during the growth process (Fig. S1d, Movie S14, S15).

As the leading cells in branches retract their invasive protrusions, we observed that branch tips round up and thicken into buds that will later give rise to end-bud structures.

#### Lumen formation phase

Towards the end of the thickening phase and at the beginning of the lumen formation phase, we observed the formation of “fault lines” serving as precursors, where microlumens nucleate, swell and fuse to give rise to a single seamless lumen (Movie S5). We observed extrusion events where cells are ejected from the epithelial layer into the lumen, undergoing apoptosis (Fig. 3c, d, Movie S6). 

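The epithelial list was also compared between KC organoids in collagen at day 7 (n = 3 libraries) and at day 13 (n = 5 libraries of the same batch). Among the tested genes, 27 were called higher at day 13 and 3 higher at day 7. The median log2 fold change of day 7 against day 13 was −1.68, or −1.25 with the 4 genes that had at most 3 counts in every library of one time point placed at that limit. The list was enriched at day 13 (camera, adjusted p = 4.76e-09), and every alternative called it, with adjusted p-values from 7.14e-15 to 0.0271. Cdh1 was lower at day 7, with 182 ± 36.3 CPM (SD, n = 3) there (log2 fold change −0.30, standard error 0.146, adjusted p = 0.0992 from edgeR). This call was lost in 4 of the 8 fits that each left out one library, in which the log2 fold change ran from −0.46 to −0.20, and with scaling by library size alone (adjusted p = 0.164). Krt7 and Krt19 had log2 fold changes of 0.28 (standard error 0.156, adjusted p = 0.141 from edgeR) and −0.09 (standard error 0.152, adjusted p = 0.670 from edgeR), and Krt7 was called in a fit of the 2 groups alone (adjusted p = 0.0322).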

At this point, cells are aligned into a mature and differentiated state (Fig. 5a). Structures strongly express ZO-1 restricted to the apical side facing lumens (Fig. 3c). As a collective effect of the distinct morphogenetic phases, branched organoids form rounded alveoli-like structures at the end of the duct (TEBBOs, Terminal End Bud Branched Organoids). Indicative of the contractile capabilities of the organoids in this phase, we found a strain field within the matrix (Figs. 2b, 3a), and terminal tubular structures expressing alpha-SMA on their basal surface (Fig. 3c). Microlumen formation displays a gradual size increase accompanied by a coalescing process (Fig. 3e, Movie S7). Upon overnight addition of fluorescently labeled Dextran during lumen formation, we observed fluorescent fluid inside the cavity, indicating a degree of permeability of the organoids to their outside environment (Fig. S3c, d).

### A minimal theoretical model captures branching organoid morphogenesis

We next aimed to probe quantitatively the basic principles governing the extension and the early thickening phase, where the organoids’ main tree-like architecture is established, by developing and testing a minimal analytical model. We considered three general processes crucial for shaping a branched organoid: proliferation, branching, and invasion. We consider those parameters in our model as: cellular division at a rate $${k}_{d}$$, branching processes initiated by tip cells at rate $${k}_{b}$$ and active migration speed $${v}_{0}$$ exerted by tip cells during the invasion process. To characterize the morphometrics of a branched organoid, we denote $$w(t)$$ the average width of a branch at time $$t$$, $$l(t)$$ the average branch length, as well as $${N}_{c}(t)$$ and $${N}_{b}\left(t\right)$$ respectively the total number of cells and branches in an organoid. For this model, we must write two equations (see SI Note): a simple mass conservation equation and a force balance equation considering potential feedbacks between different parameters. The conservation equation reflects the intuitive idea that different ratios of the growth parameters will give rise to organoids with different morphometrics: smaller active migration speed $${v}_{0}$$ at constant division rate $${k}_{d}$$ will tend to give rise to thicker and shorter branches, while increasing the branching rate $${k}_{b}$$ will increase the number of migrating tip cells, which for a given cell number $${N}_{c}(t)$$ or division rate $${k}_{d}$$ will tend to favor thin branches.

For the feedback equation, while during morphogenesis the tip invasion speed $${{v}}_{0}\, \approx\, 80$$ µm/day remained roughly constant and independent of other morphogenetic parameters (Fig. S5b), we found that the cellular proliferation rate continuously decreases as a function of time (Fig. 2c, e), reminiscent of findings in Madin-Darby Canine Kidney (MDCK) cells in monolayers arising from a negative mechanical feedback on growth^11,12^ (see SI Note for details).

Indeed, we found a strong and consistent negative relationship between branch volume growth, used as a proxy for local proliferation, and branch width (Fig. 4b). This observed decay of the proliferation could be attributed to a contact-inhibition of proliferation processes^13–16^, as cells in thicker branches had a larger number of neighbors, as well as the fact that thicker branches need to deform the ECM to a larger degree, thus being under larger stresses than thinner branches. Additionally, other mechanisms have been proposed and could play a role in such negative regulation^17–19^. Remaining agnostic as to its underlying molecular mechanism, this negative regulation of growth was well-fitted by a linear relationship $${{k}_{d}=k}_{d}^{0}\left(1-\frac{w}{{w}_{0}}\right)$$, so that we were able to extract the parameters of this feedback mechanism. We then asked whether our model could recapitulate the full time course of organoid branching growth:

$$\left\{\begin{array}{c}\frac{{d}({N}_{b}l)}{{dt}}={v}_{0}{e}^{{k}_{b}{t}}\hfill(1)\\ \frac{{{dN}}_{c}}{{dt}}={k}_{d}^{0}\left(1-\frac{w}{{w}_{0}}\right){N}_{c}\hfill (2)\end{array}\right.$$

where the first equation describes the increase in total length of the organoid, which is proportional both to the velocity of individual tips $${v}_{0}$$ and the total number of tips $${e}^{{k}_{b}t}$$ (starting with a single tip at *t* = 0, and given that branching/elongation speed were found to be near-constant), while the second equation describes the increase in cell numbers with the proliferation feedback (Fig. 4b). Simulating the model predicted two phases: a first phase of fast exponential growth at rate $${k}_{d}\, \approx \, {k}_{d}^{0}$$, where ductal thickness remains small so that division is near-maximal, followed by a second phase where proliferation catches up to migration, so that thickness reaches a plateau value $$w\, \approx \, {w}_{0}(1-{k}_{b}/{k}_{d})$$, and growth is still exponential but slower as limited by the branching rate $${k}_{b}$$. Qualitatively, the key mechanism is that growth of a single branch via tip invasion is linear in time $${v}_{0}$$, while proliferation is exponential in time. Thus, the former is always expected to be dominant at short time and the latter dominant at longer times. This contrasted with what the model would predict for 2D cell monolayers on a flat substrate, or 3D spherical growth in Matrigel relevant for unbranched organoids. In those cases, the edge’s geometry limits the outer area to grow only linearly in time, whereas branching of tip cells allows for exponential growth of the effective “leading edge” in branched organoids, rapidly limiting the initial exponential growth phase of the volume, and resulting in a much faster decrease of proliferation (see SI Note for details).

**Fig. 4:**
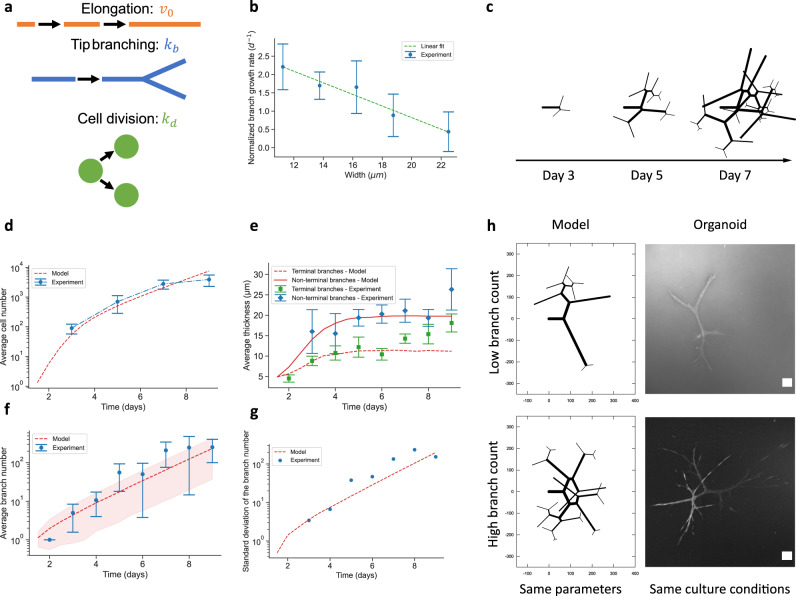
A minimal biophysical model captures the main morphogenetic dynamics from the onset phase up to the thickening phase. **a** Schematic representation of the processes considered in the model: branch elongation speed *v*_*0*_, branching rate *k*_*b*_, and proliferation rate *k*_*d*_. **b** Evolution of the normalized volumetric growth rate of branches according to their width for PDAC organoids (blue, *n* = 85 points, *N* = 3 organoids). Data is extracted from live imaging organoids between day 7 and 10. We find that a negative linear dependency (green, dashed line) fits well the relationship between growth rate and branch width, and allows us to extract the maximal division rate $${k}_{d}$$ and the maximal branch width at which proliferation is abrogated $${w}_{0}$$. Error bars: mean ± standard error of the mean. **c** Spatial simulation of the branching process over time in pancreatic organoids using the determined PDAC organoids’ growth parameters. **d** Evolution of the cell number over time for experimental PDAC organoid data (Experiment, blue solid line, mean ± sd, *n* = 55 organoids) and model predictions (red-dashed line). **e** Evolution of the measured mean branch width over time for terminal branches (*n* = 1420 terminal branches, *N* = 74 organoids) and for non-terminal branches (*n* = 123 non-terminal branches, *N* = 53 organoids), and predictions of the spatial model. Error bars: standard error of the mean. **f** Evolution of the branch number per organoid over time (*N* = 65 organoids) and prediction of the model. The blue dots indicate the mean tendency. Error bars: standard deviation. **g** Evolution of the measured standard deviation of the number of branches per organoid over time and prediction of the model. **h** Comparison between organoid shapes simulated by the spatial model (left column) and actual organoids (right column, plasma membrane stain, summed slice projection), both at Day 5. Note that due to the stochasticity of the branching process, the simulated organoids can capture the phenotype diversity in the number of branches, even though the simulations parameters identical in the top and bottom panels. Scale bars: 100 µm.

Importantly, we found that this minimal model, fitted only on a live-short term time course between day 7 and 9 of organoid growth, could very well describe the entire time course of cell numbers from the Onset phase at day 1 to the early thickening phase at day 9 (Fig. 4b, d), where the main branched architecture of the organoids is established and prior to lumen formation, which increases branch width due to different physical and osmotic forces. To make further predictions, in particular for the variability of branched organoid size and the dependency of branch width on not only time, but also the branch generation number, we also implemented a spatial version of the model^20,21^, with the same ingredients and parameters as discussed above (Supplementary Note for details, and Fig. 4d–h, Fig. S6 for typical simulation outputs).

Firstly, we measured the average number of branches of organoids from day 1 to day 9, and found that it was well-fitted by exponential growth with a single rate $${k}_{b}$$ invariant throughout time, as assumed in the model (Fig. 4f). Secondly, our model also predicted that the variability, as assessed by the standard deviation in branch number, across organoids should also grow exponentially—characteristic of a stochastic branching process. This described very well the data qualitatively (Fig. 4h), but also quantitatively (Fig. 4g) as a large fraction of the standard deviation, which we found to be on the same order of magnitude as the average itself, was explained by this simple model. Although this does not exclude other contributions to the variability across organoids, such contributions are expected to be additive, arguing that most of the heterogeneity in branching organoid size could arise from the intrinsic stochasticity of branching, rather than intrinsically different average rates of branching.

Thirdly, our model predicted that the average branch width should initially grow during the first days of organoid growth, before plateauing in time to a near constant value (Fig. 4e), which was well-captured in the data when examining the average width of all branches. However, the spatial model also predicted a dependency of branch width on branch generation numbers: “terminal” branches (with an elongating tip) should plateau to smaller values of width, while non-terminal branches are not thinned-out by elongation and should plateau to larger values of width. Importantly, plotting separately terminal and non-terminal branch width revealed good qualitative and quantitative agreement with these predictions (Fig. 4e).

Finally, the model can be tested by observing the influence of batimastat treatment (a matrix metalloproteinase inhibitor, further described in the following section), which was found to abolish tip invasion speed ($${v}_{0}\, \approx \, 0$$). While branch volumetric growth is also perturbed in this condition (−77%), it remains active to a degree, so that by simple conservation law (elongation counteracts volumetric growth by promoting branch thinning in the model), we predict it to cause thickening of organoids (Fig. S6b, c, effectively to the maximum thickness $${w}_{0}$$ at long times for fully abolished tip invasion speed $${v}_{0}\, \approx \, 0$$), consistent with experimental observations (Fig. 5c, Fig. S6f), as described above. However, if proliferation is inhibited, as with an aphidicolin treatment (a proliferation inhibitor, further described in the following section), the model predicts thinning of the organoid in time (Fig. S6d), with nascent branches being particularly fragile, as because of their low cell number, linear tip migration is initially dominant compared to proliferative expansion, causing initial thickness decrease in the model (Fig. S6h, Movie S13) and thus potential breakage.

**Fig. 5:**
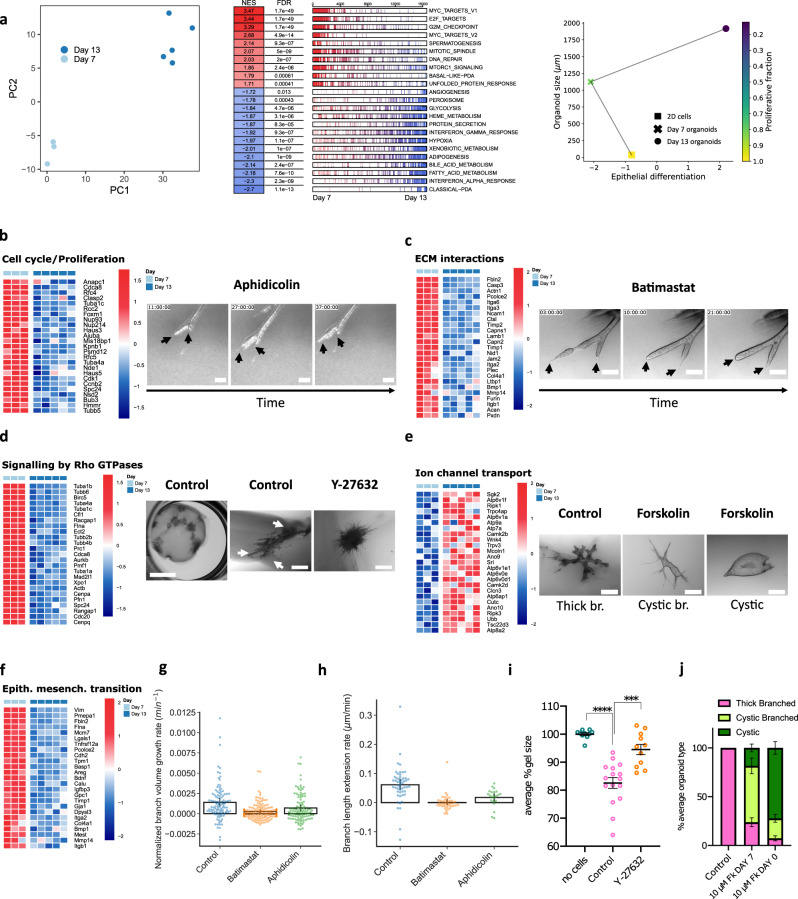
PDAC organoids development is orchestrated by defined transcriptional programs. **a**–**e** captions are given from left to right. Up- and downregulation genes heatmaps (log2 transformed) compare collagen-grown organoids at day 7 (D7) and 13 (D13). **a** Principal component analysis of bulk RNA sequencing of collagen-grown organoids at D7 (*n* = 3 individual experiments) and D13 (*n* = 5 individual experiments). Corresponding up- and downregulated clustered pathways. Developmental trajectory from 2D cells to D7 and D13 organoids. **b** Cell cycle- and proliferation-related genes heatmap. Time-lapse of an organoid branch upon addition of 2 µg.mL^−1^ of aphidicolin at D7. Black arrows indicate spots of impaired branching. **c** Extracellular matrix- (ECM) related genes heatmap. Time-lapse of an organoid branch upon 10 µM batimastat addition at D8. Black arrows indicate stopped extension. **d** Rho GTPase signaling-related genes heatmap. Floating gel with D13 organoids in the well of a 24-well plate. Collagen surrounding an organoid at D13: white arrows indicate dense collagen regions due to organoid contraction. D13 organoid post-treatment with 5 µM Y-27632 added at seeding time. **e** Ion channel-related genes heatmap. D13 organoids in absence or presence of 10 µM forskolin added at seeding time. **f** Epithelial- and mesenchymal-related genes heatmap. **g** Normalized branch instantaneous volume growth rate for control (*n* = 103 points, *N* = 3 organoids), batimastat- (*n* = 142 points, *N* = 2 organoids), and aphidicolin-treated (*n* = 103 points, *N* = 3 organoids) organoids at the Extension stage. **h** Branch length extension rate for control (*n* = 51 branches, *N* = 3 organoids), batimastat- (*n* = 39 branches, *N* = 2 organoids), and aphidicolin-treated (*n* = 22 branches, *N* = 3 organoids) organoids at the Extension stage. **i** Ratio between the gel size at D13 and the gel size at seeding time, in absence of cells (*n* = 10 gels), with control organoids (*n* = 16 gels), and with Y-27632-treated organoids (*n* = 11 gels). Un-paired two-tailed parametric *t*-test with Welch’s correction, two-tailed. ****P < 0.0001; ***P = 0.0002. **j** Organoid phenotypes distribution at D13, according to the addition day of 10 µM forskolin. (Control: *n* = 159, Fk from D0: *n* = 73, Fk from D7: *n* = 101 organoids). Scale bars in **b**, **c**: 100 µm; in **d**: 5 mm, 500 µm, 500 µm; in **e**: 500 µm Black bar plots in **g**, **h**: mean ± 95% CI; in **i**, **j**: mean ± sem.

### Distinct dynamically regulated transcriptional programs orchestrate branching organoid development

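The extension phase was represented by 3 libraries of KC organoids from collagen at day 7, and the lumen formation phase by the 5 collagen libraries of day 13 in the same batch. Total counts at day 7 ran from 2059462 to 2471058, with a median of 2317663, and the 3 counts that a count of 0 allows correspond to between 1.16 and 1.47 CPM. The batch also held 6 libraries of 2D cells, which were lysed without digestion, with total counts from 1221451 to 2091391 and a median of 1516031.5. For these, 3 counts correspond to between 1.37 and 3.22 CPM. The counts were prepared, fitted and tested as for the comparison of Matrigel with collagen. Here camera called 23 lists, all of which fry also called in the same direction and 16 of which camera called with the estimated correlation. In the principal component analysis of the first batch, day 7 organoids had a mean of −26.8 ± 2.60 (SD, n = 3) on the first component, where day 13 organoids had positive values. On the second component day 7 organoids lay at −19.9 ± 1.93 (SD), below the day 13 organoids in collagen. 2D cells lay at −11.5 ± 3.00 on the first component and at 13.8 ± 13.1 on the second (SD, n = 6), where their replicates 1 to 3 lay apart from replicates 4 to 6. The mean distance between a day 7 and a day 13 library was 50.4, against 13.8 within day 7 (pseudo-F 43.2; the exact permutation test again gave the smallest p that its 56 splits allow).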

To understand the underlying biological mechanisms of the developmental stages, we performed gene expression profiling at key stages of morphogenesis, the extension phase (day 7) and lumen formation phase (day 13) (Fig. 5a). Morphologically, the extension phase is characterized by tip cell invasion and branch elongation. In this phase, cell proliferation signaling, indicated by Myc target signature as well as E2F signaling, is significantly enriched. In addition, increased basal-like and EMT signatures indicate mesenchymal de-differentiation associated with branch invasion in the extension phase. Furthermore, we observed highly enriched integrin and focal adhesion signaling, ECM interaction and Rho GTPase pathways during branch extension. In contrast, we observe upregulation of ion channel transport genes in the lumen formation phase. These findings indicate that single PDAC cells are able to self-organize into complex tubular structures termed Terminal End Bud Branched Organoids (TEBBO) by executing distinct developmental phases, which is concomitant with a change in gene expression profiles. Specifically, tumor cells activate an EMT program during branch elongation and switch to epithelial differentiation once matured. 

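Between day 7 and day 13, the Myc target list had a median log2 fold change of 0.97, and 54 of 55 genes were higher at day 7, of which 49 were called. The list was enriched at day 7 (adjusted p = 3.46e-14 from limma's camera, with 1.54e-22 to 0.00391 over the 11 alternatives). All 43 genes of the S phase list were higher at day 7, 41 of them called, with a median of 1.41 (camera, adjusted p = 7.03e-15, and at most 0.0215 over the alternatives). Likewise all 54 genes of the G2M list were higher, 53 of them called, with a median of 1.48 (camera, adjusted p = 6.03e-19, and at most 0.0548 over the alternatives). The NES were 2.78 for Myc targets, 2.86 for S phase and 3.10 for G2M. All 25 genes of the cell cycle heat map of Fig. 5b were called higher at day 7, both over all tested genes and adjusted over the list alone. The authors chose the genes of the heat maps on these libraries, so that neither count is independent evidence. Their log2 fold changes had a median of 1.22 and ran from 0.49 (standard error 0.101, adjusted p = 2.27e-04 from edgeR) for Psmd12, on chromosome 11 from 107479484 to 107504362, to 2.28 (standard error 0.265, adjusted p = 1.13e-07 from edgeR) for Foxm1, on chromosome 6 from 128362967 to 128376146.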

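In the basal-like list, 10 of the 16 tested genes were higher at day 7 than at day 13, 7 of them called, and 3 genes were called lower, with a median log2 fold change of 0.31. The list passed the threshold (adjusted p = 0.0821 from limma's camera), but over the 11 alternatives its adjusted p ran from 1.28e-06 with fry to 0.181 with all 8 collagen libraries of day 13, and with the estimated correlation it was 0.167. Without day 13 replicate 3 it was 0.117. Its NES was 1.69 (adjusted p = 0.0240), or 1.45 (adjusted p = 0.101) with all 8 libraries. The EMT list had a median of 0.43, with 47 of 56 genes higher at day 7, of which 22 were called, and 4 genes called lower (camera, adjusted p = 8.24e-04, with 6.17e-05 to 0.204 over the alternatives, the highest with the estimated correlation), and an NES of 1.93. At day 7 Vim reached 3183 ± 283 CPM (SD, n = 3), a log2 fold change of 1.94 (standard error 0.116, adjusted p = 1.61e-12 from edgeR). Cdh2 reached 29.2 ± 7.81 CPM (SD, n = 3), a log2 fold change of 2.34 (standard error 0.233, adjusted p = 8.76e-09 from edgeR). For both genes every day 7 library lay above every day 13 library. All 24 tested genes of the heat map of Fig. 5f were called higher at day 7, also when adjusted over the list alone, with a median of 1.39, and Mest had too few counts to be tested. Their log2 fold changes ran from 0.45 (standard error 0.0985, adjusted p = 5.30e-04 from edgeR) for Itgb1, on chromosome 8 from 128685654 to 128733200, to 3.05 (standard error 0.221, adjusted p = 4.13e-11 from edgeR) for Fbln2, on chromosome 6 from 91212455 to 91272540. With all 8 collagen libraries Itgb1 was not called (log2 fold change 0.14, adjusted p = 0.517).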

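Of the 31 tested genes of the integrin list, 25 were higher at day 7 than at day 13, with 17 called higher, 4 called lower and a median log2 fold change of 0.41 (adjusted p = 0.00185 from limma's camera, with 1.04e-05 to 0.167 over the 11 alternatives, the highest with the estimated correlation). The Reactome set for integrin cell surface interactions also had 25 genes higher at day 7, among 37 tested, with a median of 0.22, and was not called by camera (adjusted p = 0.257), which left it between 0.0166 and 0.421 over the alternatives, with a call by fry alone. For extracellular matrix organization, the Reactome set had 123 tested genes, 69 of them higher at day 7, with 37 called higher, 30 called lower and a median of 0.15. It was not called by camera either (adjusted p = 0.375, with 0.0453 to 0.659 over the alternatives), and fry alone called it. In the heat map of ECM genes (Fig. 5c) the 25 genes were all called higher at day 7, with a median of 1.18. The lowest was Itgb1, and Acan, on chromosome 7 from 79053483 to 79115099, which had at most 2 counts in every day 13 library of the batch, was at least 3.41-fold higher. The count was the same when adjusted over the list alone.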

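The Reactome set for ion channel transport had 66 tested genes, of which 25 were called higher at day 13 and 12 higher at day 7. Its median log2 fold change of day 7 against day 13 was −0.21, or −0.20 with the 3 genes at the limit of detection placed there. It was enriched at day 13 (adjusted p = 0.0469 from limma's camera), with adjusted p-values from 1.05e-08 to 0.120 over the 11 alternatives, 2 of which did not call it. A shorter list of epithelial ion transport genes had a median of −1.03 over 24 tested genes, with 14 called higher at day 13 and 4 higher at day 7 (camera, adjusted p = 6.38e-04, with 3.85e-08 to 0.129 over the alternatives, the highest with the estimated correlation). The subunits of the V-ATPase, a proton pump that accounts for part of the Reactome set and of the heat map, had a median of −0.19 over 17 genes and were called by fry alone (camera, adjusted p = 0.357; fry, 0.00786, the lowest over the alternatives, with 0.480 the highest). Of the 25 genes of the ion channel heat map (Fig. 5e), 23 were tested and all of these were higher at day 13, with a median of −0.41. Over all tested genes 18 were called, and 20 adjusted over the list alone. Without day 7 replicate 2 the number called over all tested genes was 11. Trpv3 and Ano9 had too few counts to be tested. The changes ran from Atp8a2, on chromosome 14 from 59638540 to 60197179, which had at most 3 counts in every day 7 library and was at least 6.51-fold lower there, to Sri, on chromosome 5 from 8046078 to 8069379, with a log2 fold change of −0.18 (standard error 0.0911, adjusted p = 0.104 from edgeR).

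**Figure D2:**
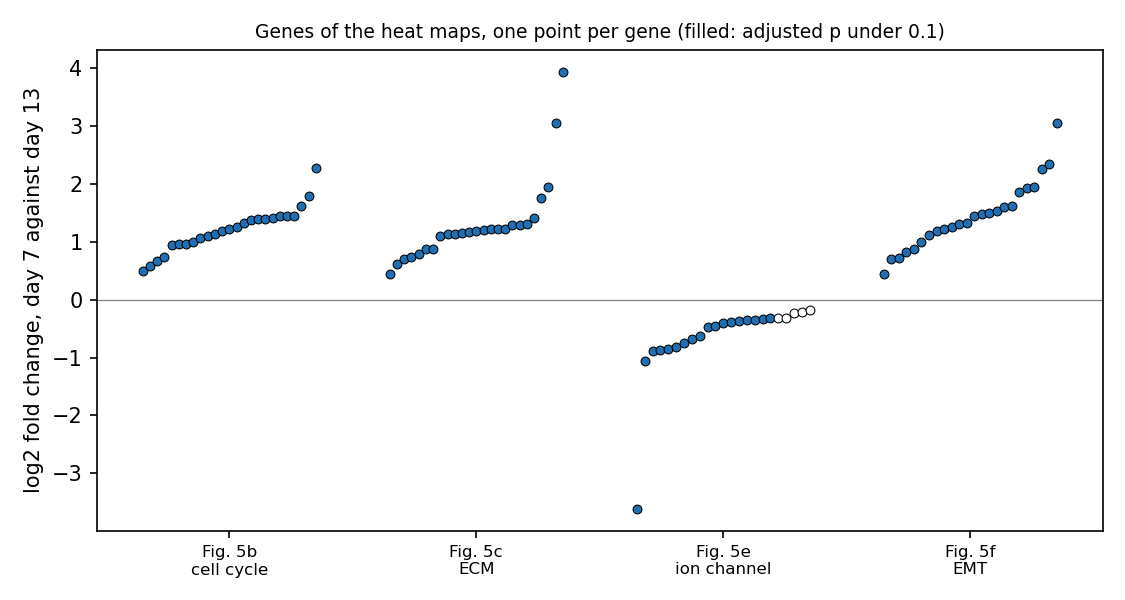
Log2 fold change of day 7 against day 13 for the tested genes of the heat maps of Fig. 5b, 5c, 5e and 5f, one point per gene in ascending order, filled where the adjusted p was under 0.1. The genes of 3 heat maps lie above 0, and those of the ion channel heat map lie below 0, with open points nearest to 0.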

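Between day 7 and day 13, 6145 genes were differentially expressed, 3126 higher at day 7 and 3019 higher at day 13. Every day 7 library lay above or below every day 13 library in 48.3% of the tested genes. The test of only the genes with at least 10 counts in every library moved the number most, to 4218. S100a7a, on chromosome 3 from 90654017 to 90658669, rose most among genes with no overlap between the groups, from 7.79 ± 3.70 CPM (SD, n = 5) at day 13 to 178 ± 21.4 (SD, n = 3) at day 7 (log2 fold change 4.49, standard error 0.230, adjusted p = 1.17e-13 from edgeR). Cldn6 and Il5ra followed with log2 fold changes of 4.00 and 3.98. Cybrd1, on chromosome 2 from 71117923 to 71142926, fell most, from between 37 and 92 counts in the day 13 libraries to at most 3 counts in each day 7 library, and was at least 20.1-fold lower at day 7. Rnf186 and Gm3336 followed with log2 fold changes of −4.79 and −4.42.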

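The EMT score of a library, the mean z score of the list's 56 tested genes, was 0.402 ± 0.181 (SD, n = 3) at day 7 and −0.464 ± 0.270 (SD, n = 5) at day 13. The difference of 0.866 had an exact permutation p of 0.0179 (2-sided, the smallest that 3 libraries against 5 allow) and an adjusted p of 0.0318 over the 16 score comparisons. The 3 collagen libraries of the second batch, also of day 13, scored −0.425 ± 0.187 (SD). With scaling by library size alone the difference was 0.795 (exact permutation p = 0.0536). The epithelial score was −0.783 ± 0.108 (SD, n = 3) at day 7, 1.33 below that of the day 13 libraries, and no library of one time point overlapped the other. 2D cells had an epithelial score of −0.499 ± 0.287 (SD, n = 6), between the time points, and 1.04 below day 13 (exact permutation p = 0.00216, adjusted p = 0.0173). Their EMT scores fell into separate groups, with a mean of 0.147 ± 0.446 (SD). Replicates 1 to 3 scored from 0.489 to 0.628, within or above the range of day 7. Replicates 4 to 6 scored from −0.346 to −0.208, below every day 7 library. Taken as 1 group, 2D cells did not differ detectably from day 7 (difference −0.255, exact permutation p = 0.429), which averages these unlike groups. Both exact tests of 2D cells count the 6 libraries as independent, which the groups put in doubt. The paper reports higher EMT and basal-like signatures at day 7. From its expression profiles it infers that tumor cells turn on an EMT program as branches elongate. It adds that they take on an epithelial state when mature.

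**Figure D3:**
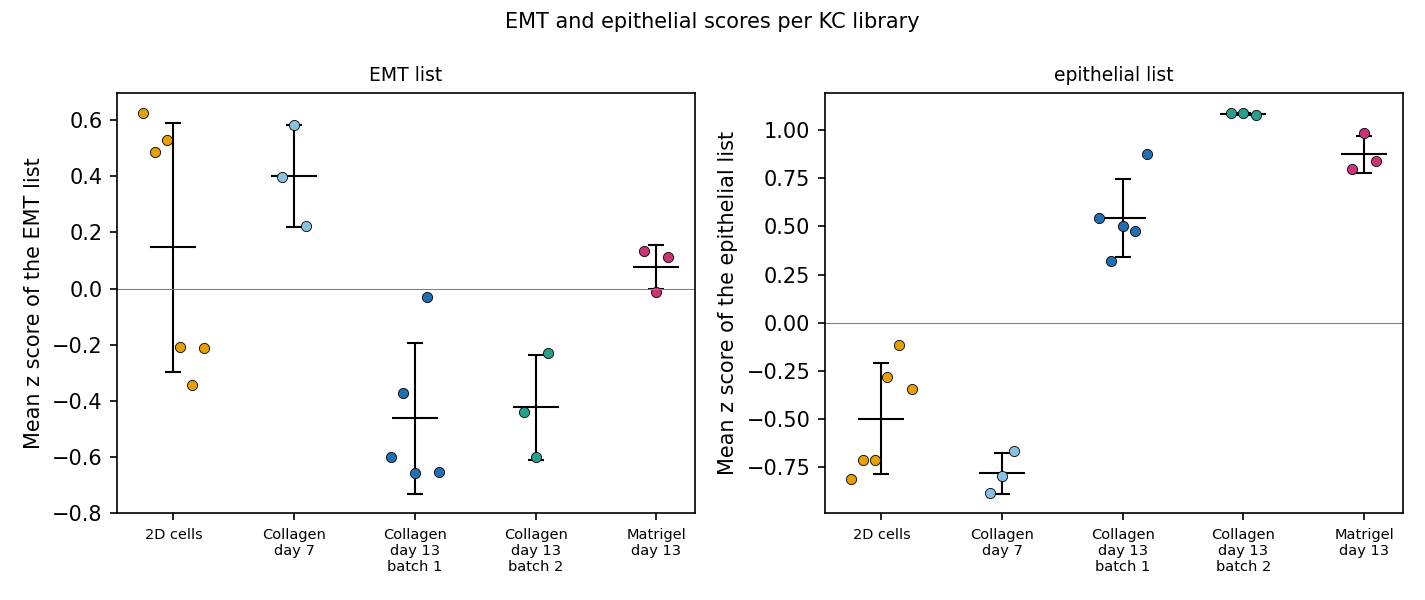
EMT score (left) and epithelial score (right) of each KC library, in mean z score, with the mean and SD of each condition. Day 7 libraries lie above all collagen libraries of day 13 for the EMT list and below them for the epithelial list.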

To functionalize the results obtained by RNA profiling, and investigate the role of proliferation, matrix remodeling, contraction and ion channels in different phases, we manipulated these key processes using specific inhibitors.

#### Organoid proliferation drives branch extension

First, we imaged live organoids upon addition of aphidicolin, a proliferation inhibition drug at the Extension stage, day 7. We observed that after around 20 h, organoids lost their extensile phenotype, with branch tips rounding and retracting (Fig. 5b, Movie S13, Fig. S3a). Branches that were able to continue advancing into the matrix gradually became thinner at their centers before rupturing, indicating the importance of a sustained influx of cells to preserve branch integrity (Fig. S6h). Locally, we observed that when a branching event occurred after the addition of aphidicolin, the newly formed branches were unable to extend equally, likely due to an insufficient amount of newly generated cells to fuel the growth (Fig. 5b, g, h). Finally, we observed that organoids maintained their integrity even 60 h after the addition of aphidicolin, and in spite of cell death events reminiscent of those happening at the thickening to lumen formation transition phase (Movie S13). These results indicate that while organoids are able to maintain an invasive phenotype for some time upon addition of aphidicolin, proliferation appears to be required to further fuel the extension of branches.

#### ECM remodeling is required for branching

Second, we investigated whether invasion via matrix metalloproteinases- (MMP) mediated degradation is crucial for in vitro branching morphogenesis, by applying two broad spectrum MMP inhibitors, namely marimastat and batimastat (marimastat 10 µM, batimastat 1 and 10 µM). Matrix metalloproteinases are well-characterized mediators of cancer cell invasion and metastasis, through the remodeling of the tumor microenvironment^22^. Out of the 28 known MMPs the most important for local degradation of the ECM in PDAC are MMP-2, −7, −9 & the membrane type −1 (MT1-MMP)^23^, with various mechanisms of action including active invasion, cleavage of pro-MMP forms, migration, and cross-talk signaling. The most profound effect on the organoid phenotype was observed by using batimastat (10 µM) leading to more scattered and small organoids, as well as thin-branched organoids in comparison to thick-branched controls (Fig. S4). 

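Mmp14, the gene of MT1-MMP, lies on chromosome 14 from 54431612 to 54445364. In collagen it had 304 ± 99.5 CPM (SD, n = 3) at day 7 and 188 ± 29.6 (SD, n = 5) at day 13, a log2 fold change of 0.70 (standard error 0.164, adjusted p = 0.00103 from edgeR; exact permutation test of the CPM, p = 0.0357). The day 7 libraries spread widely, at 199, 316 and 397 CPM of Mmp14, and the lowest of them lay within the range of the day 13 libraries, from 154 to 232. With each library left out in turn the log2 fold change ran from 0.46 to 0.91, and the call was kept in all 8 fits. With the libraries of the second batch added to day 13 it was 0.63 (adjusted p = 0.00201). Mmp2, on chromosome 8 from 92827291 to 92853420, was near the limit of detection, with 4.35 ± 3.04 CPM (SD, n = 3) at day 7 and 5.76 ± 1.88 (SD, n = 5) at day 13 (log2 fold change −0.42, standard error 0.461, adjusted p = 0.473 from edgeR). Without day 7 replicate 3 its log2 fold change was 0.06, so that the data give no direction for Mmp2. Mmp9 had 0 counts in each of these libraries, so that no difference in it was detectable at this depth, and Mmp7 was not analysed here.

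**Figure D4:**
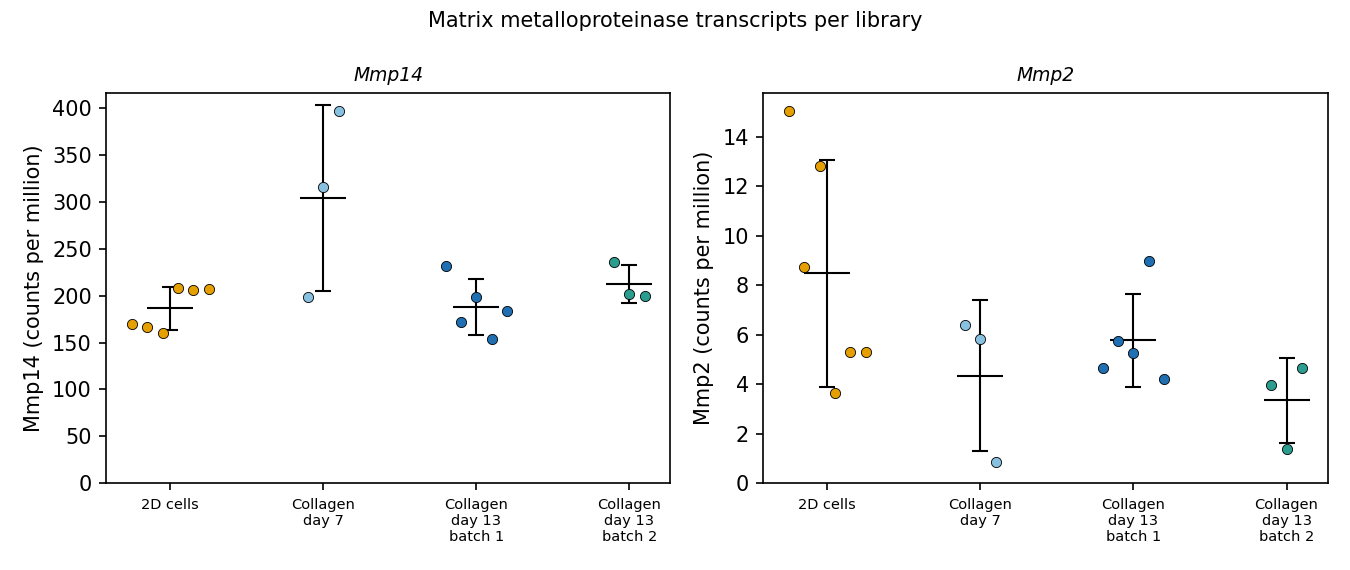
Mmp14 (left) and Mmp2 (right) in CPM in the KC libraries, one point per library, with the mean and SD of each condition. Of the 3 day 7 libraries, 2 lie above all other libraries for Mmp14 and 1 lies among them.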

The fact that batimastat exceeded the effects of marimastat indicates the importance MT1-MMP in PDAC organoid invasion, which is also supported by increased MT1-MMP (MMP14) expression during day 7 (Fig. 5f and Fig. S4). We next aimed to define the most critical time points of MMP-driven branching. We administered batimastat either at day 0, day 3, day 5 (day 0–5, the onset phase), day 7 (day 6-8, the extension phase), day 9 (the thickening phase), and day 11 (the lumen formation phase). Time course treatments of the organoids indicated that MMP-activation at the onset and extension phase are most critical for the establishment of mature, thick-branched organoids (Fig. S4b, c). In addition, measuring the major axis length of time-course treated organoids revealed that the strongest effect on organoid size was observed when organoids were treated during the onset/extension phase (Fig. S4d). Live-cell imaging under MMP inhibition (batimastat 10 µM) at the extension phase revealed that leading cells retracted their invasive protrusions and branch tips started rounding up and thickening, thereby stopping the organoid extension (Fig. 5c, g, h, Movie S12). The results of the batimastat experiments, together with the aphidicolin inhibition results, highlight the combined role of both the invasive and proliferative processes in establishing thick-branched organoids, indicative of invasive proliferation as a driver of branching morphogenesis in our system.

#### Contraction is required for branched tubular structure formation

Third, in order to demonstrate the importance of the cytoskeletal activation and contraction via Rho-GTPase pathways as a mechanism of branching morphogenesis, we inhibited MYOII by administering 5 µM of Y-27632 (Rock inhibitor) from day 0. During organoid development, we observed a pronounced decrease in gel size suggesting tumor cell contractility. When measuring the size of the gels we saw a statistically significant relative decrease in gel diameter of 19%. Indeed, we were able to prevent gel size shrinkage almost to the full extent compared to control cells by the addition of Y-27632 (96%) (Fig. 5d, i). In addition to the reduced gel contraction, treated organoids failed to establish branched tubular structures (Fig. 5d, i). These data indicate that activation of the Rock pathway is required for appropriate organoid morphogenesis.

#### Ion flux drives lumen swelling

Fourth, to demonstrate the importance of ion flux in the lumen formation process we administered forskolin (10 µM) at distinct stages of organoid development, which induced lumen formation and swelling. As previously demonstrated, forskolin induces organoid-swelling by Cl-/Na+ influx due to cAMP-PKA pathway activation and CFTR phosphorylation^24,25^. When treating organoids from day 0 onwards, the organoids are forced to form large, mostly symmetric cysts (72%) or branched cysts (23%), whereas controls assume a thick branched morphology (Fig. 5e, j, Fig. S3b). Organoids exposed to forskolin from developmental day 7 favor the cystic branched phenotype with few symmetric cysts (Fig. 5e, j, Fig. S3b). These results highlight the importance of a regulated swelling, in time and in intensity, for the formation of thick-branched organoids connected by a seamless lumen.

We find that processes of proliferation, invasion, branching, contraction, and ion flux regulation, all play a role in the development of pancreas-derived branched three-dimensional structures connected by a single seamless lumen, and possessing terminal end buds.

We report that those processes display varying spatiotemporal dynamics in the course of development and highlight that the balance between those processes and their activity at the appropriate timepoints and with appropriate intensities, as illustrated by perturbation experiments conducted with inhibitors at various timepoints, seems to be crucial for the proper establishment of Terminal End Bud Branched Organoids structures.

## Discussion

The ability to recover in vitro the tumor morphogenesis of complex tubular structures reminiscent of PDAC in vivo, opens the possibility to investigate the dynamics of tumor growth with high spatiotemporal resolution and precision. Organoids derived from human or murine pancreatic cancers embedded into Matrigel display only a uniform and symmetric spherical structure^1,3^, preventing recapitulation of organ- or disease-like structure and function. Here, we demonstrate that PDAC cells, when embedded in collagen gels (type I) and brought to floatation, are able to develop into complex branched structures exhibiting tubular morphology and glandular differentiation, key morphogenetic features of PDAC^26^. This in vitro reconstitution of PDAC morphogenesis allows the direct and detailed observation of the dynamics of tubulogenesis, which leads to the classification of the developmental trajectory into four main phases, each with their own hallmarks, in terms of cell motion, physical interactions with the ECM, and proliferation patterns. The cell-of-origin of the described PDAC branched organoids show epithelial differentiation, as they are derived from epithelial clusters of *Kras*^*G12D*^-driven pancreatic cancer^8^. The transcriptional program at distinct phases of organoid development indicates that the tumor cell differentiation dynamically correlates with the tubulogenesis. Specifically, we see a basal-like differentiation in the extension phase and a classical gene signature in the mature lumen phase. This has important implications for drug testing and clinical translation, as transcriptomic subtypes define therapeutic vulnerabilities^27^.

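The classical and basal-like lists were scored in each library as the mean z score of their tested genes. The classical score was −0.964 ± 0.0536 (SD, n = 3) at day 7 and 0.817 ± 0.158 (SD, n = 5) at day 13 in collagen, a difference of −1.78, and the libraries of the 2 time points did not overlap. The second batch's 3 collagen libraries scored 1.22 ± 0.0135 (SD), also above day 7. In the test of the list, 24 of 29 genes were called higher at day 13 and 1 higher at day 7, with a median log2 fold change of day 7 against day 13 of −2.56, or −2.27 with the 2 genes at the limit of detection placed there (adjusted p = 1.40e-13 from camera, and at most 0.00235 over the alternatives). The basal-like score was 0.465 ± 0.0637 (SD, n = 3) at day 7 and −0.0985 ± 0.214 (SD, n = 5) at day 13, a difference of 0.563 (exact permutation test, p = 0.0179, adjusted p = 0.0318 over 16 score comparisons). The second batch's collagen libraries, also of day 13, had a basal-like score of 0.477 ± 0.212 (SD), at the level of day 7, and with all 8 libraries of day 13 the difference was 0.348 (exact permutation p = 0.158).

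**Figure D5:**
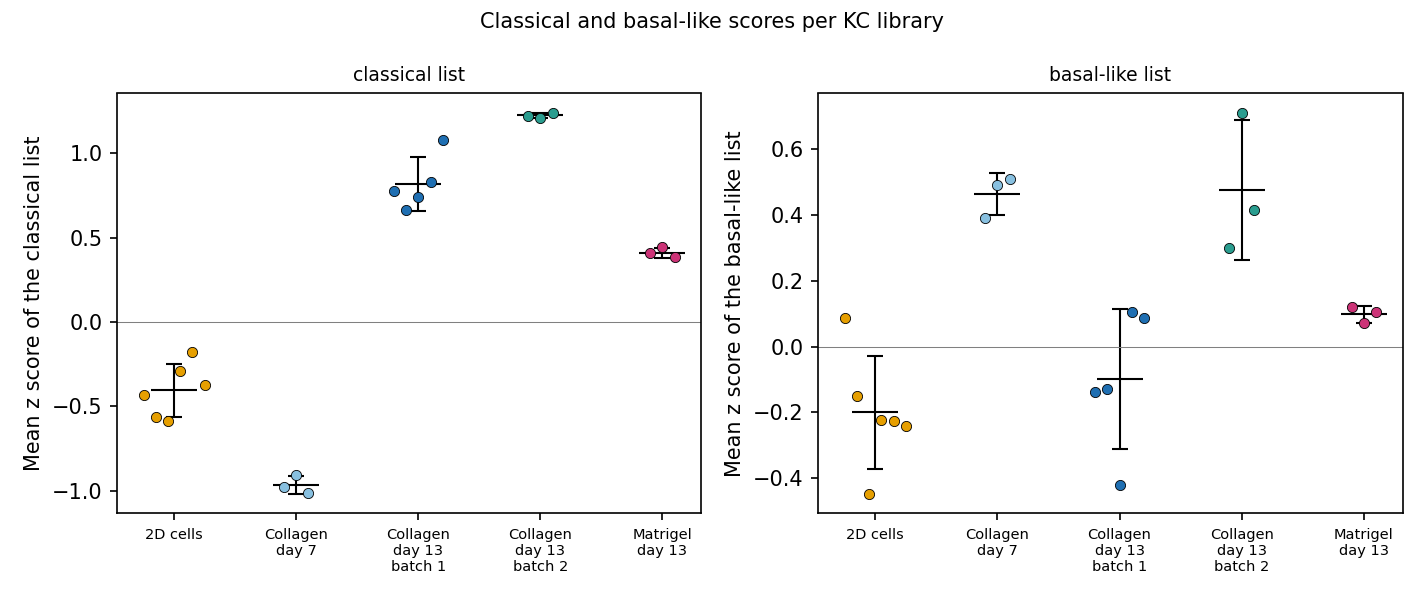
Classical score (left) and basal-like score (right) of each KC library, in mean z score, with the mean and SD of each condition. The classical scores of day 7 lie below those of all collagen libraries of day 13, and the basal-like scores of day 7 lie above those of the first batch's day 13 libraries and overlap those of the second batch.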

Our study joins a growing body of literature, investigating branched, more architecturally-faithful, organoids derived from various organs such as the lungs^28^, the kidney^29^, or the mammary gland^9,10^, and represents an important step forward in the emerging field of three-dimensional pancreatic organoids^30,31^.

In recent years, several studies have been aiming to connect the by-now well-characterized genetic events occurring in branching morphogenesis, to the actual physical fundamental processes that shape the structures. Some of the fundamental processes that drive branching morphogenesis in pancreatic organoids have been reported in other systems. For instance, tip branching plays a major role in the establishment of the kidney and the lung architecture^19^, and ECM degradation has been shown to be critical in mammary gland organoids growth^10^.

While each organ might possess a specific set of mechanisms for branching morphogenesis, both at the molecular and at the physical level^19,32^, minimal biophysical models using simple local rules have been shown to recapitulate important structural properties such as size or network topology, across a range of organs, established through self-organization^20,33^.

Here, our presented predictive analytical model gives insights into the fundamental mechanisms of tumor organoid growth, where it is the competition between proliferation and outgrowth that determines tumor organoid structure formation in the Onset and the Extension phases. The resulting structure encodes the signature of the growth parameters.

Our study opens perspectives where a manipulation of these model parameters should yield changes relatable in experimental morphology, thus providing a starting point to rationalize the relation between gene regulation, growth parameters, and the resulting self-organization of the structure.

## Methods

### Ethics declaration

For the endogenous mouse model^8^ as well as the orthotopic transplantation model, mice were euthanized in compliance with the European guidelines for the care and use of laboratory animals. In detail, animals were euthanized when a palpable abdominal mass above 1.5 cm, ascites, signs of sickness, or a weight loss of >15% of body weight were detected. Mice were monitored on a daily basis regarding general health status as well as body weight, and housed under specific-pathogen-free conditions. Animal studies were approved by the Institutional Animal Care and Use Committees of Technische Universität München (Regierung von Oberbayern, Munich, Germany).

### Mouse background

For the endogenous mouse model^8^, mice were maintained on *C57Bl/6;129S6/SvEv* mixed background, and female and male mice were randomly submitted to respective tumor cohorts. For the generation of double-mutants, pancreas-specific Cre lines were intercrossed with *KrasG12D-Panc* (PK mice). For the orthotopic transplantation, female athymic nude mice, aged between 7 and 9 weeks, with NU(NCr)-Foxn1nu background (Charles River) were used.

### Two-dimensional (2D) cell culture of PDAC cells

Primary tumor cells were collected from genetically engineered mouse models of pancreatic cancer: *Ptf1a*^*Cre/+*^*; Kras*^*G12D/+*^ (KC mice)^8^ or *Pdx1*^*Cre/+*^*; Kras*^*G12D/+*^*; TP53* ΔHO (KPC mice). For 2D cultures, cells were seeded in 75 cm² flasks in Dulbecco’s Modified Eagle’s Medium (DMEM)—high glucose supplemented with 10% v/v Fetal Bovine Serum (FBS) and 1x Penicillin/Streptomycin (all from Thermo Fisher Scientific), hereafter described as the “cell culture medium” or “PDAC medium”, as described in a previously published study^8^.

Cell culture medium was fully exchanged every 2–3 days. Upon confluence, cells were passaged using 0.05% Trypsin-EDTA (Thermo Fischer Scientific). Cells were cultured in an incubator with a humidified atmosphere supplemented with 5% CO_2_ at 37 °C. The procedure is schematized in Fig. S7a.

### Two-dimensional (2D) cell culture of pancreatic ductal cells (PDCs)

The healthy adult pancreatic ductal cells (PDCs) were cultured as previously described^34^. Briefly, cells were seeded on collagen coated plates (a 3 mL collagen type I layer (2.31 mg/mL) on a tissue culture dish), and were grown in PDC medium: DMEM/F-12 (Thermo Fisher Scientific), 5 mg/mL D-glucose (Sigma Aldrich), 0.5% ITS premix (Corning), 5% Nu-Serum (Corning), 1x Penicillin/Streptomycin (Thermo Fisher Scientific), 25 µg/mL Bovine Pituitary Extract (Thermo Fisher Scientific), 100 ng/mL Cholera Toxin (Sigma Aldrich), 1 µM Dexamethasone (Sigma Aldrich), 10 mM Nicotinamide (Sigma Aldrich), 100 µg/mL Primocin (Invivogen) and 20 ng EGF (R & D systems) (Table S1). Media changes were performed every 48 h and upon 80–85% confluency the collagen was further digested for 15 min at 37 °C with 1.5 mg/mL Collagenase Type 4 (Worthington) diluted in DMEM/F-12, then cold PBS was added and the mixture was centrifuged. The cell pellet was then trypsinized and Soybean Trypsin Inhibitor (STI) was used to quench the effect of trypsin. Afterwards, 10.000 cells were seeded into collagen gels (as described in “Organoid preparation”). The procedure is schematized in Fig. S7b.

### Organoid preparation

For collagen-grown organoids, we adapted a previously described protocol^9^. 2D cells were detached using trypsin, and a series of dilutions was prepared in order to reach a final concentration of 500 cells/mL media. Then, the following components were added: cell culture medium, cell suspension, neutralizing solution (550 mM HEPES in 11xPBS) and Collagen Type I (rat tail from Corning), mixed gently and incubated for 1 h at 37 °C in order to polymerize. Afterwards cell culture media was added and the gels were loosed up (detached) with the help of a 0.1–10 µL tip. The final collagen concentration used is 1.3 mg/mL.

Media was changed first after 72 h and then every 48 h, growth factors and inhibitors were renewed according to media changes unless stated otherwise. For live-cell imaging, unless mentioned otherwise, drugs were added immediately prior setting up samples for imaging. In the case of Matrigel-grown organoids, resuspended cells were mixed with growth factor-reduced Matrigel (Corning) and left to polymerize for 1 h in 37 °C and seed in domes or gels. For the mixture of collagen gels with Matrigel, first all components of the collagen gels were added and then Matrigel.

### Orthotopic implantation into mice

Mice were anesthetized using MMF (5 mg/kg midazolam, 500 µg/kg medetomidine, 50 µg/kg fentanyl) and after a small abdominal incision the spleen was exposed by gentle pull. 2500 cells were carefully injected into the pancreas using a microliter syringe with a 27-gauge needle. Thereafter, the incision was closed and MMF anesthesia was antagonized by injecting AFN (750 μg/kg atipamezole, 500 μg/kg flumazenil, 1.2 mg/kg naloxone). Mice were monitored postoperatively on a daily basis regarding general health status as well as body weight. After 2–3 weeks, mice were sacrificed, and tumor tissue was harvested and fixed with 4% PFA.

### Immunostaining

The organoids were carefully washed and fixed using 4% paraformaldehyde (Alfa Aesar) for 15 min at room temperature. For immunofluorescence imaging, cells were permeabilized with 0.2% Triton-X 100 (Sigma) in DPBS (Gibco) for 10 min at RT, blocked overnight at 4 °C with 10% normal donkey serum/0.1% BSA (Carl Roth) in DPBS, then labeled with primary antibodies diluted in 0.1% BSA/DPBS overnight at 4 °C. Secondary antibodies were incubated for 3 h at room temperature and DAPI was used for staining the nuclei. All antibodies used are listed in Supplementary Materials Tables 2 and 3.

Immunostaining images were acquired using a laser scanning confocal microscope (Olympus FluoView 1200; Olympus Corporation) equipped with an Olympus UPlanSAPO ×60 1.35, UPlanSAPO ×40 1.25 solid immersion lens oil immersion objectives and UPlanSAPO ×20 × 0.75, UPlanSAPO X10 0.40 air immersion objectives (Olympus).

### Histology

Organoids were fixed as described above in 4% PFA. For orthotopically implanted tumors, tissues were fixed in formalin (10%) overnight, dehydrated, and embedded in paraffin. Hematoxilin and eosin (H&E) staining was performed as previously published^1^. Briefly, paraffin-embedded sections were dewaxed in xylene (two times, 5 min each), and rehydrated first in isopropanol (2 times, 5 min each), and then in decreasing ethanol concentrations (at 96% two times, 2 min each, and at 70% two times, 2 min each). Sections were rinsed with distilled water for 25 s, and were stained with Mayer’s Hematoxylin for 8 min. Sections were then rinsed in tap water for 10 min, before applying a 1% alcoholic solution of eosin for counterstaining, for 4 min. Following this, the slides were passed in ethanol (96%, 30 s), isopropanol (2 times, 25 s each), and xylene (2 times, 1 min 30 s each).

For the immunofluorescence of tissue and organoid sections, slides where first deparaffinized, then immersed into unmasking solution (Vector Laboratories) for 10 min at 360 V in a microwave, and afterwards washed sequentially with dH_2_O and DPBS and blocked (0.5% BSA/0.5% Triton-X 100 in DPBS) for 1 h at room temperature. Primary antibody diluted in blocking solution was added for overnight incubation. Next, slides were washed 3x with DPBS and secondary antibodies were incubated for 1 h at room temperature and DAPI was used for staining the nuclei.

### Tissue clearing

Organoids were incubated overnight at 4 °C in the dark with FUnGI solution as previously published^35^, in order to obtain a fully transparent collagen gel, and then mounted on a 2-well Ibidi slide for confocal microscopy.

### RNA-isolation

Cells grown in 2D cultures were directly collected in RLT buffer with β-Mercaptoethanol, while the 3D organoids were first digested for 12–15 min at 37 °C with 1.5 mg/mL Collagenase Type 4 (Worthington) in DMEM supplemented only with Penicillin/Streptomycin until complete matrix digestion. The organoids then were washed once with DPBS and further collected in RLT buffer with β-Mercaptoethanol until further use. Before the RNA isolation, we homogenized the cells/organoids lysates using QIAshredder (Qiagen). Total RNA was isolated using the RNeasy Plus Micro Kit (Qiagen) according to the manufacturer’s instructions, with the addition of a 15 min on column DNA digestion step using RNase-Free DNase set (Qiagen).

### RNA-sequencing

Library preparation for bulk-sequencing of poly(A)-RNA was done as described previously^36^. Briefly, barcoded cDNA of each sample was generated with a Maxima RT polymerase (Thermo Fisher) using oligo-dT primer containing barcodes, unique molecular identifiers (UMIs) and an adapter. Ends of the cDNAs were extended by a template switch oligo (TSO) and full-length cDNA was amplified with primers binding to the TSO-site and the adapter. NEB UltraII FS kit was used to fragment cDNA. After end repair and A-tailing, a TruSeq adapter was ligated and 3'-end-fragments were finally amplified using primers with Illumina P5 and P7 overhangs. In comparison to Parekh et al.^36^, the P5 and P7 sites were exchanged to allow sequencing of the cDNA in read1 and barcodes and UMIs in read2 to achieve a better cluster recognition. The library was sequenced on a NextSeq 500 (Illumina) with 63 cycles for the cDNA in read1 and 16 cycles for the barcodes and UMIs in read2. Data was processed using the published Drop-seq pipeline (v1.0) to generate sample- and gene-wise UMI tables. Reference genome (GRCm38) was used for alignment^37^. Transcript and gene definitions were used according to the GENCODE Version M25. Heatmaps shown display the log2 fold change.

### Statistical analysis of gene expression data

High-throughput gene expression data from the conditions indicated in the text were carried out using the R environment for statistical computing^38^ (v4.0.4).

### Differential gene expression analysis

Genome-wide differential gene expression analysis for RNA-Seq count data was carried out using a negative binomial generalized linear model as implemented in the DESeq2 R package^39^ to test for differentially expressed genes between experimental conditions. For dispersion estimates we considered the following covariates: cell line, genotype, dimension (2D, 3D), extracellular matrix composition (none, collagen, Matrigel) and time (7 days, 13 days). For individual comparisons, a false discovery rate (FDR) < 0.1 was considered significant.

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) was carried out on individual differential gene expression signatures between two conditions as represented using the *fgsea* R package^40^ and using Wald statistics as gene-level statistics. Gene sets were retrieved from the MSigDb v7.3^41,42^. Enrichment results for select pathways were illustrated using custom R code. For select pathways, leading edge genes were illustrated between two conditions after scaling all rows to have mean 0 and variance 1 (Z-score transformation) using the *pheatmap* R package^43^.

### Extreme limiting dilution analysis

Extreme Limiting Dilution Analyses (ELDA) were performed according to previously described protocols^44^. Briefly, after a series of the following dilutions: 50.000 cells/mL, 2.500 cells/mL and 500 cells/mL, cells were seeded into floating collagen gels at an extremely low density (sub-clonal of 0.75 cells/gel) and left to form organoids for 13 days. Then, the number of positive reactions (gel containing at least one organoid) were measured for the primary structures and then passaged into 0.75 cells/gels to form secondary structures. The same analysis was performed and repeated for the tertiary structures. Using the Walter and Eliza Hall Institute website^45^, we calculated the potency of cells to form multicellular structures and plotted the logarithmic fraction of non-responding gels to cell dose.

### Chemical perturbations

To perturb mitosis, aphidicolin (Sigma A4487) was used at 2 µg.mL^−1^ (concentration in medium) for live imaging. To inhibit matrix metalloproteinases (MMP) activity, marimastat (Sigma M2699) at 10 µM, and batimastat (Sigma SML0041) at 1 µM and 10 µM were used in drug screening.

For live-cell imaging, we used batimastat at 10 µM (concentration in medium).

To induce organoid swelling by Cl-/Na+ influx, we used Forskolin (Sigma F6886) at 10 µM. For live imaging, unless mentioned otherwise, drugs were added immediately prior setting up samples for imaging. To act on the Rho-GTPase pathways and inhibit MYOII, we used the Y-27632 Rock inhibitor (Biomol 10005583) at 5 µM.

### Live-cell imaging

Live imaging was performed using a Leica TCS SP5 II confocal microscope (software LAS AF version 2.6.3.8173) and a Leica DMi8 confocal microscope (software LAS X version 3.5.5.19976). Live-imaged samples were kept at 37 °C in a 5% CO_2_ atmosphere using an ibidi Stage Top Incubation System (ibidi 10722).

For live imaging, cell nuclei were labeled using SiRDNA (Spirochrome SPY650-DNA SC501) for a minimum of 3 h before measurement at 1–2 µg.mL^−1^ (concentration in collagen + medium volume).

To avoid potential interference due to phenol red when imaging with SiRDNA, we used Dulbecco’s Modified Eagle’s Medium—high glucose no phenol red (Thermofisher 21063-029) + 1:10 Fetal Bovine Serum (Sigma F0804), hereafter described as the “observation medium”.

Plasma membranes were labeled using CellMask Deep Red (Thermofisher C10046) at 0.1%.

### Image acquisition

The LAS AF (version 2.6.3.8173, Leica) and LAS X (version 3.5.5.19976, Leica) softwares were used for live-cell imaging and for reflection imaging. Immunostaining images were acquired using the Olympus FluoView 1200 software (Olympus Corporation). RNA library were sequenced on a NextSeq 500 (Illumina).

“Gel overview” images shown in Fig. S2c were acquired using the Tile Scan function of a Leica DMi8 Thunder microscope, and stitched using the “Mosaic merge” function.

### Image and data analysis

Images were analyzed using ImageJ 1.53c^46^ or ilastik (ver 1.3.3)^47^. Three-dimensional image reconstruction was performed using Imaris (8.2.0, Oxford Instruments).

Numerical data were analyzed using Python (ver 3.7.6) with tools from the SciPy package (ver 1.6.2), Graphpad Prism (ver 9.0.2) and Wolfram Mathematica 10. Graphs were produced using Python or Graphpad. Figures were assembled using Inkscape (ver 1.0beta2). BioRender.com was used to produce Supplementary Fig. 2c’, 7a, b.

### Organoid major axis estimation

The sizes of control collagen-grown and Matrigel-grown organoid were determined using ilastik Object Classification routine to segment bright field images and extract the major-axis of an automatically fitted ellipse.

As long-term batimastat-treated organoids tend to show more fragmented phenotypes, less-well detected by ilastik, their major axis was measured by manually fitting an ellipse using ImageJ.

### Bead branch tracking

To monitor the deformation field generated by organoids in the ECM, fluorescent beads (Fluoresbrite YG Microspheres 3.00 µm, Polysciences 17155-2) were added at cell seeding time in the non-polymerized collagen mixtures.

We performed a manual tracking of branch tips and of fluorescent beads positions using ImageJ “Manual tracking” plugin on confocal live imaging full stacks or with maximum projections when the organoid growth remains in focus. Beads are chosen in a cone in front of active branch tips.

### Ki67 to DAPI ratio estimate

Immunostaining pictures of organoids stained against DAPI and Ki67 at 10x magnification were used to estimate the ratio of Ki67-positive to DAPI-positive cells over time. The colored jpg images of each channel were converted to grayscale using ImageJ. We then used the Cell Density Counting routine of ilastik to analyze each channel dataset separately.

A subset of cells was labeled before running the algorithm and manual corrections were performed as needed to refine the detection. As the ilastik Cell Density Counting routine tends to overestimate the cell numbers at early time points for DAPI and Ki67, and at late time points for Ki67, we also performed a fully manual counting to correct the data points showing aberrant orders of magnitude, using ImageJ Cell Counter. Ratios are computed for each organoid by dividing the number of counted Ki67-positive cells by the number of detected cells in the DAPI channel.

To assess the effect of batimastat and Y-27632 on the proliferative capabilities of organoids, organoids were treated continually, starting at seeding time with either of the drug, fixed at day 7 or 13, stained against DAPI and Ki67, and compared to non-treated organoids also stained against DAPI and Ki67 at the same timepoints. To estimate the number of DAPI- and Ki67-positive cells, we used the Cell Density Counting routine of ilastik. The channels were processed separately. In addition, the day 7 and day 13 images were processed separately.

### Cell nuclei number determination

Cell numbers were estimated using maximum projections images of DAPI-stained organoids.

For the semi-automatic counting, projections were loaded in ilastik and processed using the Cell Density counting routine: a subset of the nuclei data was manually labeled before running the density estimation algorithm. Iterations of manual corrections were performed as needed to refine the detection.

We also performed a fully manual counting of a subset of the same maximum projections, up to day 9, using the Cell Counter plugin of ImageJ to ascertain the order of magnitude given by the ilastik algorithm.

### Branch thickness measurement (live)

For the dynamic branch thickness measurements, we used ImageJ line drawing tool on bright field channel movies acquired with confocal microscopy. We measured the tip width by drawing a line 30 µm behind the branch tip. When the branch possesses a spiky phenotype, we ignore the leading protrusion and measure the width 30 µm behind the beginning of the protrusion.

The “body” measurements are measured using the same protocol, but at a distance of 100 µm.

### Branch thickness measurement (static)

For static branch thickness measurement, we used ImageJ line drawing tool on summed projections images of organoids stained with CellMask at 0.05%, acquired with confocal microscopy. We measured the terminal branch width by drawing a line 30 µm behind the branch tip. When the branch possessed a spiky invasive protrusion at the tip, we ignored the leading protrusion and measured the width 30 µm behind the beginning of the protrusion. During the Onset phase, to account for nascent terminal branches that are <30 µm long, we measure the width at the base of the terminal branch, close to the branching point.

The “body” measurements are measured using the same protocol, but at a distance of 100 µm of the terminal branch tip. We also measure the width of non-terminal branches “after a branching point”, at a distance of 100 µm after the base of the “Y” shape defined by two branches meeting each other.

### Branch length measurement (live)

For the dynamic branch length measurements, we used ImageJ line drawing tool on the bright field channel acquired with confocal microscopy. We measure the branch length by drawing a segmented line starting from the tip of a branch, including the leading spiky protrusion if there is one, and going up to the nearest branching point. When plotting all branch lengths on the same graph, we normalized the time by setting zero as the first frame in which a branch is tracked.

### Branch counting (static)

Organoids at different timepoints were fixed and stained with CellMask at 0.05% to label their plasma membranes. Confocal microscopy was used to acquire z-stacks, which were then reconstructed in three dimensions and analyzed on Imaris. A “branch” was defined as the segment between a “tip” and a branching point (in this case a so-called “terminal branch”), or between two branching points (in this case a so-called “non-terminal branch”), and manually labeled.

### Branching event counting

Branching events were manually counted on live imaging confocal stacks using ImageJ. We consider the leading 6 cells of a branch. True-Yes: indicates that a branching event was preceded by a proliferation event. True-No: indicates that a branching event occurred without being preceded by a proliferation event. False-Yes: indicates that a proliferation event occurred but was not followed by a branching event.

### Collagen reflection microscopy

Collagen fibers were imaged using the Reflection mode of a SP5 II confocal microscope and of a Leica DMi8 confocal microscope, with the 488 nm laser line.

To visualize the collagen architecture surrounding the organoids while avoiding auto-fluorescence artefacts from the cell membranes when using reflection microscopy, we incubated live organoids with Triton-X 100 diluted at 10% in PBS for a minimum of 1 h in order to degrade the cell membrane.

Organoids were then washed one time with PBS, fixed for 15 min in 4% PFA at room temperature, and washed again four times with PBS for a total of 20 min. Organoids were either stored at 4 °C in PBS or imaged immediately.

We used CellMask (Thermofisher C10046), a plasma membrane staining dye, at 0.1%, to ensure that the cell membranes were properly degraded.

### Linear regression fits

Linear regression fits were performed using the Python Stats Linregress function.

### Local thickness analysis

Local thickness heatmaps were produced using ImageJ Local Thickness (complete process) plugin^48^ on maximum projection of confocal stacks.

### Statistical analysis

Graphpad Prism (ver 9.0.2) and the R environment for statistical computing (v4.0.4) were used for statistical analysis. No particular statistical method was used to define sample size and no specific hypothesis was tested.

For chemical perturbations and immunostaining experiments, a minimum of three independent experiments were performed.

For live imaging morphometrics characterization, 2–4 replicates were measured for each set of experiment, and experiments were performed at least twice with similar outcomes.

95% Confidence intervals are computed via bootstrapping with 1000 bootstrap iterations on Python using the *seaborn* package.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer review file

Description to Additional Supplementary Information

Supplementary Video 1

Supplementary Video 2

Supplementary Video 3

Supplementary Video 4

Supplementary Video 5

Supplementary Video 6

Supplementary Video 7

Supplementary Video 8

Supplementary Video 9

Supplementary Video 10

Supplementary Video 11

Supplementary Video 12

Supplementary Video 13

Supplementary Video 14

Supplementary Video 15

Reporting Summary

## Data Availability

Source data used to generate the graphs in this manuscript are available on a Zenodo repository with the identifier 10.5281/zenodo.6577226. The RNA sequencing data that support the findings of this study are deposited in the GEO database under accession code GSE200308. Additional data, such as confocal stacks, that support the findings of this study are available from the corresponding authors upon request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Dantes, Z. et al. Implementing cell-free DNA of pancreatic cancer patient—derived organoids for personalized oncology Implementing cell-free DNA of pancreatic cancer patient—derived organoids for personalized oncology. *JCI Insight***5**, e137809 (2020).10.1172/jci.insight.137809PMC745506232614802

[2] Juiz N (2020). Basal-like and classical cells coexist in pancreatic cancer revealed by single-cell analysis on biopsy-derived pancreatic cancer organoids from the classical subtype. FASEB J..

[3] Boj SF (2015). Organoid models of human and mouse ductal pancreatic cancer. Cell.

[4] Messal HA (2019). Tissue curvature and apicobasal mechanical tension imbalance instruct cancer morphogenesis. Nature.

[5] Bailey P (2016). Genomic analyses identify molecular subtypes of pancreatic cancer. Nature.

[6] Hughes CS, Postovit LM, Lajoie GA (2010). Matrigel: A complex protein mixture required for optimal growth of cell culture. Proteomics.

[7] Nia, H. T., Munn, L. L. & Jain, R. K. Physical traits of cancer. *Science***370**, eaaz0868 (2020).10.1126/science.aaz0868PMC827437833122355

[8] Mueller S (2018). Evolutionary routes and KRAS dosage define pancreatic cancer phenotypes. Nature.

[9] Linnemann JR (2015). Quantification of regenerative potential in primary human mammary epithelial cells. Development.

[10] Buchmann, B. et al. Mechanical plasticity of collagen directs branch elongation in human mammary gland organoids. *Nat. Commun*. **12**, 1–10 (2021).10.1038/s41467-021-22988-2PMC811569533980857

[11] Shraiman BI (2005). Mechanical feedback as a possible regulator of tissue growth. Proc. Natl Acad. Sci. USA.

[12] Puliafito A (2012). Collective and single cell behavior in epithelial contact inhibition. Proc. Natl Acad. Sci. USA.

[13] Montel F (2011). Stress clamp experiments on multicellular tumor spheroids. Phys. Rev. Lett..

[14] Delarue M (2014). Compressive stress inhibits proliferation in tumor spheroids through a volume limitation. Biophys. J..

[15] Delarue M (2016). Self-driven jamming in growing microbial populations. Nat. Phys..

[16] Streichan SJ, Hoerner CR, Schneidt T, Holzer D, Hufnagel L (2014). Spatial constraints control cell proliferation in tissues. Proc. Natl Acad. Sci. USA.

[17] Iber, D. & Menshykau, D. The control of branching morphogenesis. *Open Biol*. **3**, 130088 (2013).10.1098/rsob.130088PMC378774724004663

[18] Dahl-Jensen, S. B., Figueiredo-Larsen, M., Grapin-Botton, A. & Sneppen, K. Short-range growth inhibitory signals from the epithelium can drive non-stereotypic branching in the pancreas. *Phys. Biol*. **13**, 016007 (2016).10.1088/1478-3975/13/1/01600726906913

[19] Lang C, Conrad L, Iber D (2021). Organ-specific branching morphogenesis. Front. Cell Dev. Biol..

[20] Hannezo E (2017). A unifying theory of branching morphogenesis. Cell.

[21] Sznurkowska MK (2018). Defining lineage potential and fate behavior of precursors during pancreas development. Dev. Cell.

[22] Gialeli C, Theocharis AD, Karamanos NK (2011). Roles of matrix metalloproteinases in cancer progression and their pharmacological targeting. FEBS J..

[23] Knapinska, A. M., Estrada, C.-A. & Fields, G. B. In *Matrix Metalloproteinases and Tissue Remodeling in Health and Disease: Target Tissues and Therapy* Vol 148 (ed. Khalil, R. A.) 339–354 (Academic Press, 2017).

[24] Madácsy, T. et al. Decreased calmodulin recruitment triggers PMCA4 dysfunction and pancreatic injury in cystic fibrosis. *bioRxiv*10.1101/2020.09.10.290940 (2020).

[25] Boj SF (2017). Forskolin-induced swelling in intestinal organoids: an in vitro assay for assessing drug response in cystic fibrosis patients. J. Vis. Exp..

[26] Adsay NV (2005). A proposal for a new and more practical grading scheme for pancreatic ductal adenocarcinoma. Am. J. Surg. Pathol..

[27] Collisson EA, Bailey P, Chang DK, Biankin AV (2019). Molecular subtypes of pancreatic cancer. Nat. Rev. Gastroenterol. Hepatol..

[28] Vazquez-armendariz, A. I., Herold, S. & Vazquez-armendariz, A. I. From clones to buds and branches: the use of lung organoids to model branching morphogenesis ex vivo. *Front. Cell Dev. Biol*. **9**, 1–8 (2021).10.3389/fcell.2021.631579PMC796970633748115

[29] Mae SI (2020). Expansion of human iPSC-derived ureteric bud organoids with repeated branching potential. Cell Rep..

[30] Greggio C (2013). Artificial three-dimensional niches deconstruct pancreas development in vitro. Development.

[31] Grapin-Botton A (2016). Three-dimensional pancreas organogenesis models. Diabetes Obes. Metab..

[32] Goodwin, K. & Nelson, C. M. Branching morphogenesis. *Development*10.1242/dev.184499 (2020).10.1242/dev.18449932444428

[33] Uçar MC (2021). Theory of branching morphogenesis by local interactions and global guidance. Nat. Commun..

[34] Reichert M (2013). Isolation, culture and genetic manipulation of mouse pancreatic ductal cells. Nat. Protoc..

[35] Rios AC (2019). Intraclonal plasticity in mammary tumors revealed through large-scale single-cell resolution 3D imaging. Cancer Cell.

[36] Parekh S, Ziegenhain C, Vieth B, Enard W, Hellmann I (2016). The impact of amplification on differential expression analyses by RNA-seq. Sci. Rep..

[37] Macosko EZ (2015). Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell.

[38] R Core Team. *R: A Language and Environment for Statistical Computing*. https://www.R-project.org/ (2021).

[39] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[40] Korotkevich, G. et al. Fast gene set enrichment analysis. *bioRxiv* 60012 (2021).

[41] Liberzon A (2015). The molecular signatures database Hallmark Gene set collection. Cell Syst..

[42] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[43] Kolde, R. *Package ‘pheatmap’: Pretty Heat Map*. https://rdrr.io/cran/pheatmap/ (2019).

[44] Hu Y, Smyth GK (2009). ELDA: Extreme limiting dilution analysis for comparing depleted and enriched populations in stem cell and other assays. J. Immunol. Methods.

[45] Hu, Y. & Smyth, G. K. *ELDA: Extreme Limiting Dilution Analysis*. https://bioinf.wehi.edu.au/software/elda/ (2009).10.1016/j.jim.2009.06.00819567251

[46] Schindelin J (2012). Fiji: An open-source platform for biological-image analysis. Nat. Methods.

[47] Berg S (2019). Ilastik: Interactive machine learning for (Bio)image analysis. Nat. Methods.

[48] Dougherty, R. & Kunzelmann, K.-H. Computing local thickness of 3D structures with ImageJ. *Microsc. Microanal*. **13**, 1678–1679 (2007).

[49] Randriamanantsoa, S. et al. Spatiotemporal dynamics of self-organized branching in pancreas-derived organoids. *Zenodo*10.5281/zenodo.6577226 (2022).10.1038/s41467-022-32806-yPMC944509936064947

How the deposited data were processed for this re-analysis (not part of the article)

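The study's bulk RNA sequencing covered 23 libraries in 6 conditions: KC cells in 2D culture (n = 6), KC organoids in Matrigel at day 13 (n = 3), in collagen at day 7 (n = 3), in collagen at day 13 in a first batch (n = 5) and in a second batch (n = 3), and KPC organoids in collagen at day 13 (n = 3). The batches are named in the sample labels. 2D cells were lysed directly and organoids after digestion of the matrix with collagenase. The authors made libraries from the 3' ends of polyadenylated RNA with unique molecular identifiers, aligned the reads to GRCm38, and counted UMIs per gene with the Drop-seq pipeline and GENCODE M25. The deposited values are whole numbers, the UMI counts of 27207 genes in each library, without normalization or a filter between libraries, and 24507 of the genes have a count in at least 1 library. Total counts ran from 1221451 to 2471058 per library, with a median of 1845921. A count of 0 allows up to 3 counts, and a change against a group with at most 3 counts in every library is given as a lower bound, computed against that limit.

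Counts were analysed in R 4.3.3. The main test was the quasi-likelihood F-test of edgeR 4.0.16 with TMM normalization, in one fit of the 23 libraries with the 6 conditions as groups. Genes were kept by edgeR's filterByExpr over these groups, which left 11144. Genes with a Benjamini-Hochberg adjusted p-value under 0.1, the paper's false discovery rate, were called. The comparisons were Matrigel against collagen at day 13, day 7 against day 13 in collagen, KPC against KC in the second batch, the second against the first batch of KC organoids in collagen at day 13, and 2D cells against collagen organoids of day 7 and of day 13. The conditions behind each library, the comparisons, tests and alternatives were fixed before the data were examined, with some exceptions. These are the removal of the trend with gene length and the tests said below to be chosen after results had been seen. Levels are given as counts per library scaled to a common size (CPM, with edgeR's TMM factors). Log2 values for the other tests are log2 CPM with a prior count of 2. The standard error of a log2 fold change is that of the edgeR fit.

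Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and beside it with fry and with camera at an estimated correlation. That correlation was estimated over all 23 libraries, with 2D cells as 1 group. Of the 40 lists planned, 36 had at least 5 tested genes and were tested. They are the genes of the heat maps of Fig. 5b to 5f, which the authors chose on these libraries, lists of marker and pathway genes compiled by hand, and Reactome sets. The MSigDB sets that the paper used were not used here, so that a value for a list is not a value for the paper's set of a similar name. Normalized enrichment scores were computed with fgsea 1.28.0 on the Wald statistics of DESeq2 1.42.0, the tools and the statistic that the paper names. The paper's covariates were time, matrix, dimension, genotype and cell line. They do not name the batch, which the conditions here separate. An expression score is the mean over a list's tested genes of the z score of log2 CPM, with z scores taken over the first batch. Principal components were computed on the 500 most variable tested genes of the first batch. Scores and distances between libraries were compared by exact permutation tests, 2-sided for scores, with a threshold of p under 0.05.

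The genes named in the text were chosen by rule. They are the genes for which the paper states a transcript level, the markers Cdh1, Cdh2, Vim, Krt7 and Krt19, in each heat map the genes with the highest and the lowest log2 fold change, and in each of the main comparisons the 3 genes that rose and the 3 that fell most among those with an adjusted p-value under 0.1, at least 20 CPM in the higher group and no overlap between the groups. Mmp7 was not analysed here, and some of the planned genes and lists are not reported here. Genes outside this rule belong to the tests in the closing section or are said to have been chosen after their values were seen.

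The alternatives were DESeq2's Wald test, DESeq2's median-of-ratios size factors in edgeR, scaling by library size alone, no filter except 1 count over all libraries, only the 7050 genes with at least 10 counts in every library, a threshold of 0.05, a fit of the compared groups alone, the 8 KC collagen libraries of day 13 of both batches in place of those of one batch, the replicate number as a block, the signed square root of edgeR's F for the enrichment scores, and each library left out in turn. Removing each library's trend with gene length, over 20 classes of exon length, was added after the data had been seen. Positions and gene lengths come from GENCODE M21, on the same build as the authors' M25, and were found for 26396 genes of the table and for 10998 of the tested genes.

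The pipeline was tested on simulated data with the means, dispersions and library sizes of the counts and with 200 genes changed between the Matrigel and collagen groups. edgeR called 186 of them with the right sign, among them all 100 that were changed 4-fold, and 15 unchanged genes. DESeq2 called 186 and 13 unchanged genes. A shift of 0.4 placed on one chromosome was recovered as 0.384, and the largest median of another chromosome was 0.0442.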

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

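The comparisons between groups and the gene lists were fixed before the data were examined. So were the alternatives, apart from the removal of the trend with gene length. The other splits of the libraries between KPC and KC and the transcripts of the sex chromosomes were also planned. All other tests in this part were chosen after the results they bear on had been seen.

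In groups of 4 to 10 libraries, the libraries farthest from the others were compared with the spread of the rest for 90 sets of values, and 3 lay beyond Dixon's limit, where chance gives 4.5. C3 had 5.82 CPM in 2D replicate 2. Rps4l had 0.448 CPM in day 13 collagen replicate 4 of the first batch, which is 1 count where the other libraries had 0. Cdkn2b had 19.0 CPM in day 13 collagen replicate 1 of the first batch. The number is no higher than chance gives, and no explanation was tested.

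KC organoids of the same matrix and day differed between the batches, a comparison the paper does not report. Between the 3 collagen libraries of the second batch and the 5 of the first, 4162 genes were differentially expressed, 2149 higher and 2013 lower in the second batch, or 1416 higher and 2602 lower with scaling by library size alone. The libraries of the batches lay apart in 35.9% of the tested genes, where chance gives 3.57%. Of the 56 splits of these 8 libraries, 1, the real one, gave as many genes, and the next gave 2640, with replicates 1 to 3 of the first batch in one group. Among the genes with at least 10 counts in every library 42.0% were called, against 37.3% of all tested genes, which argues against low depth as the cause. Of the calls that limma made, 74.2% remained once each library's trend with gene length was removed. Protein-coding genes were called in 37.5% of cases, so that the assignment of reads to pseudogenes does not account for the calls. Without ribosomal protein genes, mitochondrial genes and pseudogenes, and with the libraries scaled again, 3988 genes were called, which argues against a few abundant genes as the cause. Processed pseudogenes had a median log2 fold change of −1.45 over 246 genes, and ribosomal protein genes, which can be the parents of such copies, had −0.16 over 97 genes, 38 higher and 59 lower, 30 of them called lower. These go both ways and the pseudogenes were not matched to their parent genes, so that lower expression of the parent genes stays open. What the batches differ in beyond their label, such as the passage of the cells, the culture or the preparation of the libraries, was not tested. The paper's samples of KC organoids in collagen at day 13 are therefore not exchangeable between batches, which bears on the results of the alternative with all 8 libraries.

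In KPC against KC, the genes of chromosome 6 were higher, with a median shift of 0.379 relative to all other genes. Of its 531 tested genes, 418 were higher in KPC, and 167 were called higher and 23 lower. None of the shuffles of the chromosome labels gave a median as far from 0 (permutation p = 1e-04, the smallest these can give). In genes with at least 10 counts in every library the shift was 0.362, which argues against depth. The median was above 0 in 8 of 8 windows of 20 Mb along the chromosome, from 0.254 to 0.454, which argues against a few strongly changed genes or one region. The shift of each KPC library against the KC mean was at least 0.313, and the KC libraries of both batches lay between −0.0776 and 0.0893. A candidate explanation is that the KPC line has more copies of chromosome 6 relative to its other chromosomes than the KC line, as a hypothesis found and tested on the same data, and DNA was not examined. Smaller shifts were found in KPC on chromosomes 14 (−0.224), 12 (−0.128), 16 (−0.108), 9 (−0.0975) and 5 (0.0663).

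Cdkn2a and Cdkn2b, neighbours on chromosome 4, were higher in KPC, with log2 fold changes of 4.73 (standard error 0.297, adjusted p = 3.62e-11 from edgeR) and 3.35 (standard error 0.239, adjusted p = 3.14e-10 from edgeR), and were chosen after their values had been seen. Cdkn2a, from 89274471 to 89294653, had 330 to 392 counts in the KPC libraries and 8 to 18 in the KC libraries of the second batch. Mtap, which lies beside them and was also chosen after its values had been seen, had a log2 fold change of 0.78 (adjusted p = 5.96e-05 from edgeR). The KC libraries held 368 counts of Cdkn2a in all, which argues against a deletion of the gene in every KC cell, and the mean total count in KPC was 1.06 times that in KC, which argues against depth. A difference between the lines or a deletion in part of the KC cells may each give this difference, and neither was tested. Of the 10 splits of the 6 libraries into 3 and 3, the real one alone (1 of 10) gave as many differentially expressed genes as KPC against KC, and the other splits gave 0 (294 to 460 genes at an unadjusted p under 0.05, against 2977 in the real split). With 10 splits the share cannot fall under 0.05, so that this count alone does not decide on chance. Every library held the Y-linked Ddx3y, with at least 16 counts, so that transcripts of the sex chromosomes cannot show an exchange of labels between the lines. The shift of chromosome 6, at least 0.313 in each KPC library and at most 0.0893 in each of the 20 KC libraries, argues against such an exchange.

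Immediate early genes, which respond within minutes to stress and handling, were lower in Matrigel than in collagen organoids, with a median log2 fold change of −0.694 over 27 genes, 16 called lower and 3 higher (camera, adjusted p = 4.91e-15, and from 1.20e-22 to 0.00700 over the 11 alternatives). The paper does not discuss these genes. Fos, chosen after its values had been seen, had a log2 fold change of −2.58 (standard error 0.285, adjusted p = 5.10e-07 from edgeR). In genes with at least 10 counts in every library the adjusted p was 2.62e-14, which argues against depth, and with the trend with gene length removed it was 7.69e-13, which argues against gene length. The score of the list in Matrigel organoids lay 0.0934 above that of the undigested 2D cells (exact permutation p = 0.464), and differed by −1.01 from that of collagen organoids. A difference in the digestion of the 2 matrices before lysis and a response of the cells to the matrix itself cannot be told apart, since all libraries of one matrix were digested from that matrix and no library separates these.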

How the results depend on the processing

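The removal of the trend with gene length was chosen after the data had been seen, and the other alternatives were planned. Over 112 results and 856 values under the alternatives, not counting those that left out 1 library, 793 kept their direction and their side of the threshold, 37 lost a call, 18 gained one, 6 changed direction, and 2 counts of genes moved by more than 1.5 times. Where no reason is given below, the cause was not tested.

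Scaling by library size alone, in place of TMM, shifted the median log2 fold change of all tested genes by 0.122 in KPC against KC, −0.136 in the second against the first batch, −0.151 in 2D cells against day 7 and −0.201 in 2D cells against day 13. The balance of the calls moved with this shift, to 1997 higher and 3324 lower in 2D cells against day 7 and 1692 higher and 3613 lower against day 13. This scaling changed the number of differentially expressed genes between Matrigel and collagen to 954, and the log2 fold changes of Cdh1 and Vim in KPC against KC became 0.00913 and 0.0992, where they had been negative, by less than the shift of all genes. With TMM the EMT score differed by 0.542 between Matrigel and collagen (exact permutation p = 0.0357, adjusted p = 0.0535 over the 16 score comparisons). With scaling by library size alone it differed by 0.657 (exact permutation p = 0.0536). Between day 7 and day 13 it then differed by 0.795 (p = 0.0536 by the same exact test). Both unadjusted p-values were no longer under the 0.05 set for the exact tests. The epithelial score differed by 0.390 between Matrigel and collagen (exact permutation p = 0.0179), now under 0.05. With DESeq2's size factors no list, score or count of genes changed its call. DESeq2's Wald test gave 1344 genes between Matrigel and collagen, 5824 between day 7 and day 13 and 2048 between KPC and KC.

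Testing only genes with at least 10 counts in every library gave 952 genes between Matrigel and collagen, since fewer genes were tested. The adjusted p of the basal-like list between Matrigel and collagen became 0.00773 and that of the interferon list 0.5685. With only such genes in the lists, the basal-like score differed by 0.446 between Matrigel and collagen (exact permutation p = 0.0179). Without a filter on low counts, the basal-like list was called between Matrigel and collagen (adjusted p = 0.0976). A fit of the 2 compared groups alone gave 0.103 for the interferon list between Matrigel and collagen.

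With all 8 collagen libraries of day 13, Cdh1 and Vim changed direction in KPC against KC, to 0.0329 and 0.274. The epithelial list was no longer called between Matrigel and collagen (adjusted p = 0.177), nor the basal-like list between day 7 and day 13 (adjusted p = 0.181). The NES fell to 1.39 for the basal-like and 1.37 for the interferon list between Matrigel and collagen, and to 1.45 for the basal-like list between day 7 and day 13, each no longer past the threshold. The basal-like score changed direction between Matrigel and collagen, to −0.0178, and differed by 0.348 between day 7 and day 13, no longer past the threshold.

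The tests of lists depended on how the correlation between genes was treated. With the correlation estimated from the data, 15 lists lost their call. Between Matrigel and collagen these were the lists for EMT (0.166), classical (0.157), epithelial (0.377), OXPHOS (0.377), interferon (0.377), integrins (0.157) and glycolysis and hypoxia (0.457), between day 7 and day 13 those for EMT (0.204), basal-like (0.167), integrins (0.167), Reactome ion channel transport (0.115) and epithelial ion transport (0.129), and in KPC against KC those for S phase (0.224), G2M (0.429) and classical (0.135), each with its adjusted p. With fry, lists gained a call for basal-like between Matrigel and collagen (0.0176), for the Reactome sets for extracellular matrix organization (0.0453) and integrin cell surface interactions (0.0166) and for the V-ATPase (0.00786) between day 7 and day 13, and the list for glycolysis and hypoxia lost its call between Matrigel and collagen (0.163). With fgsea the basal-like list was called between Matrigel and collagen (0.0465). Ranking by the signed square root of edgeR's F gave an NES of −1.36 for glycolysis and hypoxia between Matrigel and collagen, no longer past the threshold.

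The replicate numbers do not mark pairs of libraries, since correlations between libraries of the same number, after the group means were removed, ran from −0.119 to 0.188 over 23 pairs. With the number as a block, Krt19 changed direction between day 7 and day 13 (0.0217), Cdh1 lost its call there (adjusted p = 0.334) and Krt7 gained one (0.0893), and calls were lost for interferon (adjusted p = 0.218) and for glycolysis and hypoxia (0.205) between Matrigel and collagen and for Reactome ion channel transport (0.120) between day 7 and day 13. With the trend with gene length removed, glycolysis and hypoxia were not called between Matrigel and collagen (adjusted p = 0.101), and the epithelial and basal-like scores differed there by 0.385 and 0.315 (exact permutation p = 0.0357 for each), past the threshold. Among all single genes named, 13 values changed their call under an alternative, 7 gaining and 6 losing it.

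With each library left out in turn, the number of differentially expressed genes ran from 901 to 1427 between Matrigel and collagen, with 901 without Matrigel replicate 1, from 5402 to 5934 between day 7 and day 13, from 1647 to 1794 between KPC and KC, from 3135 to 4257 between the batches, and from 4584 to 5907 and from 4950 to 5703 for 2D cells against day 7 and day 13. The number of called genes of the heat map of Fig. 5e ran from 11 to 18, with 11 without day 7 replicate 2. The log2 fold change of Mmp2 between day 7 and day 13 ran from −0.77 to 0.0648, positive without day 7 replicate 3, and that of Vim in KPC against KC from −0.11 to 0.0196, positive without KPC replicate 2. The interferon list had adjusted p-values from 0.0348 to 0.142 between Matrigel and collagen, not called without collagen replicate 1 (0.142) or 3 (0.120), and NES from 1.33 to 1.56, not past the threshold without Matrigel replicate 2 (1.39) or collagen replicate 2 (1.38) or 3 (1.33). The list for glycolysis and hypoxia ran from 0.0339 to 0.142, not called without Matrigel replicate 1 (0.112) or collagen replicate 1 (0.142) or 5 (0.138), and its NES from −1.61 to −1.28, not past the threshold without Matrigel replicate 2 (−1.38) or collagen replicate 1 (−1.28). The basal-like list ran from 0.0606 to 0.117 between day 7 and day 13, not called without day 13 replicate 3 (0.117). The EMT score difference between Matrigel and collagen was 0.542 with every library, past the threshold only before adjustment (exact permutation p = 0.0357, adjusted p = 0.0535). With 1 library left out it ran from 0.491 to 0.656. It was not past the threshold without Matrigel replicate 1 (0.504) or collagen replicate 1 (0.501), 2 (0.554), 3 (0.491) or 5 (0.530). Between day 7 and day 13 it ran from 0.798 to 1.03, not past the threshold without day 13 replicate 1 (0.808), 2 (0.857), 3 (0.800) or 5 (0.857). Each of these had an exact permutation p of 0.0571. The smallest that 3 libraries against 4 allow is 0.0286, so that 1 other split as extreme loses the call. In the EMT scores with every library, day 7 lay at 0.223 or more and day 13 at −0.029 or less. The epithelial score difference between Matrigel and collagen ran from 0.271 to 0.436, past the threshold without collagen replicate 5 (0.436). The basal-like score difference between day 7 and day 13 ran from 0.495 to 0.612. It was not past the threshold without day 13 replicate 4 (0.579) or 5 (0.612), again with an exact permutation p of 0.0571. Among the single genes named, Cdh1 lost its call without 1 library in 6 of 8 fits between Matrigel and collagen and in 4 of 8 between day 7 and day 13, Cdh2 lost it in 2 fits of KPC against KC, and Sri gained one between day 7 and day 13.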

Differences from the paper's values

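The paper's enrichment scores were computed on MSigDB sets, and the values here on other lists, so that a difference between them is one between lists as well. Of the alternatives set before the data were examined 2 bear on these scores, ranking by the signed square root of edgeR's F in place of DESeq2's Wald statistic, and all 8 collagen libraries of day 13 in place of 5. A pair of values was taken to differ when the values lay further apart than the jackknife standard error over the libraries. This error measures neither the change of list nor the reading of a figure by eye, so that the rule is not a test of a difference.

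Between Matrigel and collagen, the NES of the basal-like list was 1.62, and the paper's is 1.83. It was 1.58 with edgeR's F and 1.39 with all 8 libraries, and neither alternative closed the gap. For EMT the NES was 2.17, and the paper's is about 2.4 in Fig. 1e, read by eye. It was 2.15 and 2.04 under the alternatives, and neither closed the gap. For OXPHOS it was −2.34, and the paper's is about −2.8 in Fig. 1e, read by eye, with −2.37 and −2.06 under the alternatives, neither of which closed the gap. For interferon it was 1.46, and the paper's is about 1.8 in Fig. 1e, read by eye, with 1.50 and 1.37 under the alternatives, neither of which closed the gap.

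Between day 7 and day 13, the NES of the Myc target list was 2.78, and the paper's is about 2.7 in Fig. 5a, read by eye. With edgeR's F it was 2.77, within the error of the paper's value, and with all 8 libraries it was 2.91, which did not close the gap. For G2M it was 3.10, and the paper's is about 3.3 in Fig. 5a, read by eye, with 3.10 and 3.00 under the alternatives, neither of which closed the gap. For the S phase list it was 2.86, and the paper's for E2F targets is about 3.4 in Fig. 5a, read by eye, with 2.86 and 2.96 under the alternatives, neither of which closed the gap. For interferon it was −2.11, and the paper's is about −2.3 in Fig. 5a, read by eye, with −2.14 and −1.96 under the alternatives, neither of which closed the gap. For fatty acid metabolism it was −2.37, and the paper's is about −2.2 in Fig. 5a, read by eye. With all 8 libraries it was −2.22, within the error of the paper's value, and with edgeR's F it was −2.36, which did not close the gap. For glycolysis and hypoxia it was −2.5, and the paper's for glycolysis is about −1.8 in Fig. 5a, read by eye, with −2.53 and −2.60 under the alternatives, neither of which closed the gap.

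In some statements the direction or the call differed. The paper describes organoids in collagen as the more epithelial ones at day 13, whereas the epithelial list was enriched in Matrigel (camera, adjusted p = 0.00667, median log2 fold change 0.06). With all 8 collagen libraries the median was −0.06, while camera still pointed to Matrigel, with an adjusted p of 0.177 (2.18e-05 to 0.377 over the alternatives). The epithelial score did not pass (exact permutation test, adjusted p = 0.143), and collagen libraries of the second batch scored 1.08 against 0.875 in Matrigel. The paper draws on the classical signature for this statement. Here the classical list (NES −1.88) and the EMT list (NES 2.17) had the paper's direction. The paper reports basal-like genes as enriched in Matrigel, and camera did not call the list (adjusted p = 0.196). It was called with fry (0.0176), with fgsea (0.0465), without a filter on low counts (0.0976) and in genes with at least 10 counts in every library (0.00773), and the range over the alternatives reached 0.555. The paper reports ECM interaction as enriched at day 7, and the Reactome sets for extracellular matrix organization and integrin cell surface interactions were not called by camera (adjusted p = 0.375 and 0.257), and were called by fry (0.0453 and 0.0166), with ranges over the alternatives up to 0.659 and 0.421. The paper reports EMT as enriched in KPC organoids, and the EMT list was not called (adjusted p = 0.454, and 0.250 to 0.859 over the alternatives), whereas the genes of the heat map of Fig. 5f were (adjusted p = 2.64e-04).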

Other observations

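The comparisons between groups, the gene lists and the alternatives other than the removal of the trend with gene length were planned. The splits of the libraries for Matrigel against collagen and day 7 against day 13 were planned too. So were the tests of the mouse tumor, of fibroblasts, of depth and of the digestion against 2D cells. The other tests in this part were chosen after the results had been seen.

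Of the 56 splits of the 3 Matrigel and 5 collagen libraries, the real one alone (1 of 56) gave as many differentially expressed genes, and the next gave 242. Of the 56 splits of the 3 day 7 and 5 day 13 libraries, again 1 gave as many, the real one, and the next gave 2400. In both cases the next split put day 13 replicates 3, 4 and 5 in one group. Between 2D cells and collagen organoids 5706 genes were differentially expressed at day 7 (1 of 84 splits gave as many) and 5526 at day 13 (1 of 100 splits drawn of 462 possible). The next split for day 7 gave 4915 genes and joined 2D replicates 4 to 6 with the day 7 libraries.

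For the EMT list, which was higher in Matrigel than in collagen, RNA of the mouse tumor from which Matrigel is prepared was weighed with a list of 12 genes abundant in that tumor. The 10 of them that were tested had a median log2 fold change of 0.05 and were not enriched (camera, adjusted p = 0.270), but they went both ways. The list was planned, and the genes of it named here were chosen after their values had been seen. Lamb1 (log2 fold change 0.98, adjusted p = 3.35e-04 from edgeR) and Hspg2 (0.55, adjusted p = 0.0802) were called higher in Matrigel and Gata4 (−0.64, adjusted p = 0.0721) lower, Lamc1 had 0.43 (adjusted p = 0.286), and Col4a1, Col4a2, Nid1 and Sparc lay within 0.06 of 0. Lama1 had 0 counts in each of the 23 libraries. RNA of that tumor therefore stays open. Of the 10 genes, 9 are expressed in 2D cells, 4 are in the EMT list and 3 in the heat maps. Fibroblasts among the tumor cells would bring their abundant transcripts, and the 3 that were tested of a list of 10, Col1a2, Dcn and Col3a1, had log2 fold changes from −0.04 to 0.14 with a median of 0.13 and a lowest adjusted p of 0.881. This argues against fibroblasts as the source of larger changes. In genes with at least 10 counts in every library the EMT list was enriched (adjusted p = 3.43e-06), which argues against depth, and with the trend with gene length removed it was too (8.69e-05), which argues against gene length. A biological response to the matrix stays open as well and was not tested apart from these.

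For the G2M list, which was higher at day 7 than at day 13, the adjusted p in genes with at least 10 counts in every library was 2.53e-14, which argues against depth as the cause. A difference in proliferation between the phases, which the paper describes, may give this difference.

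Immediate early genes were compared between organoids, which were digested with collagenase, and 2D cells, which were not. Against 2D cells their median log2 fold change was −0.06 in Matrigel organoids (camera, adjusted p = 0.707), 0.62 in collagen at day 7 (0.00179), 0.95 in collagen at day 13 in the first batch (8.03e-08), 1.46 in the second (3.68e-08) and 0.99 in KPC organoids (3.12e-04). With the estimated correlation the adjusted p-values in this order were 0.887, 0.254, 0.0712, 0.0983 and 0.359, so that day 7 and KPC were no longer called. The value in Matrigel argues against digestion that raised these genes in every organoid group alike, and digestion that acted differently in the matrices stays open.

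The libraries of 2D cells fell into separate groups. The chi-square per gene between a pair of libraries was 1.27 to 2.90 within replicates 1 to 3 or within 4 to 6, and 21.6 to 33.7 across them. Thinned to the lowest total count, pairs across stayed at 19.3 or more, which argues against depth, and without ribosomal protein genes, mitochondrial genes and pseudogenes they stayed at 11.0 or more, which argues against these classes as the whole cause. Ribosomal protein genes took from 11.6% to 22.3% of the counts over the 6 libraries. The labels give no reason for the groups, and no biological explanation was tested.

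The genes of glycolysis and hypoxia, which the paper does not discuss for KPC, were lower in KPC than in KC, with a median log2 fold change of −0.95, 2 of 35 genes higher, and 29 called, all lower (camera, adjusted p = 9.62e-22, and from 1.11e-27 to 0.00165 over the alternatives). Between Matrigel and collagen the median was −0.13 (adjusted p = 0.0772) and between day 7 and day 13 it was −1.09 (adjusted p = 2.19e-10). In comparisons other than KPC against KC, single chromosomes were shifted by up to 0.231, for chromosome 18 in the second against the first batch of KC organoids. Log2 fold changes correlated with gene length across genes, which are not independent replicates, with a Spearman coefficient of 0.193 between Matrigel and collagen, 0.281 between the batches, −0.285 and −0.303 for 2D cells against day 7 and day 13, −0.00245 for day 7 against day 13 and −0.0601 for KPC against KC.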
